# Deletion of *Stk40* impairs definitive erythropoiesis in the mouse fetal liver

**DOI:** 10.1038/cddis.2017.148

**Published:** 2017-03-30

**Authors:** Lina Wang, Hongyao Yu, Hui Cheng, Ke He, Zhuoqing Fang, Laixiang Ge, Tao Cheng, Ying Jin

## Abstract

The serine threonine kinase Stk40 has been shown to involve in mouse embryonic stem cell differentiation, pulmonary maturation and adipocyte differentiation. Here we report that targeted deletion of *Stk40* leads to fetal liver hypoplasia and anemia in the mouse embryo. The reduction of erythrocytes in the fetal liver is accompanied by increased apoptosis and compromised erythroid maturation. *Stk40*^−/−^ fetal liver cells have significantly reduced colony-forming units (CFUs) capable of erythroid differentiation, including burst forming unit-erythroid, CFU-erythroid (CFU-E), and CFU-granulocyte, erythrocyte, megakaryocyte and macrophage, but not CFU-granulocyte/macrophages. Purified *Stk40*^−/−^ megakaryocyte–erythrocyte progenitors produce substantially fewer CFU-E colonies compared to control cells. Moreover, *Stk40*^−/−^ fetal liver erythroblasts fail to form normal erythroblastic islands in association with wild type or *Stk40*^−/−^ macrophages, indicating an intrinsic defect of *Stk40*^−/−^ erythroblasts. Furthermore, the hematopoietic stem and progenitor cell pool is reduced in *Stk40*^−/−^ fetal livers but still retains the multi-lineage reconstitution capacity. Finally, comparison of microarray data between wild type and *Stk40*^−/−^ E14.5 fetal liver cells reveals a potential role of aberrantly activated TNF-*α* signaling in *Stk40* depletion induced dyserythropoiesis with a concomitant increase in cleaved caspase-3 and decrease in Gata1 proteins. Altogether, the identification of Stk40 as a regulator for fetal erythroid maturation and survival provides new clues to the molecular regulation of erythropoiesis and related diseases.

Erythropoiesis, the biogenesis of red blood cells, is a complex morphogenetic process coordinated with lineage commitment and terminal differentiation. The final stages of erythropoiesis involve chromatin condensation, nuclear polarization and expulsion.^1, 2^ In mammals and some other vertebrates, the two types of erythropoiesis during embryonic development are defined as primitive and definitive erythropoiesis. The primitive erythropoiesis in the mouse initiates at E7.5 blood islands in the yolk sac. The yolk sac also produces erythroid/myeloid progenitors, which give birth to definitive erythroid cells.^3, 4^ Hematopoietic stem cells (HSCs) colonize the fetal liver soon after its origination at the aorta-gonad-mesonephros region at E10.5 and then migrate to the fetal liver around E11.5.^5, 6, 7^ The fetal liver since then is the dominant organ for the definitive erythropoiesis until birth. Burst forming unit-erythroid (BFU-E) and colony-forming unit-erythroid (CFU-E) subsequently expand exponentially during E14.5–E15.5 in numbers and generate definitive erythroid cells.^7^ Similar to erythropoiesis in adult bone marrow (BM), definitive erythroid precursors in the fetal liver also attach to macrophages to form erythroblastic islands (EBIs) and complete the terminal differentiation.^8^

For erythropoiesis, subsets of transcription factors have been defined as important regulators. Transcription factor GATA1 plays a central role in erythroid progenitor determination and differentiation.^9, 10^ Several cofactors, such as FOG1, TAL1 and LMO2, can interact with GATA1 and function in the regulation of erythroid-specific genes.^11, 12, 13, 14, 15^ EKLF/KLF1, another critical transcription factor, regulates erythroid maturation, hemoglobin switch and cytoskeleton homeostasis.^16, 17^ In addition, serine threonine kinases (STKs) were reported to play essential roles in erythropoiesis. For example, the STK activity is required for EKLF phosphorylation and function.^18^ Besides, the phosphatidylinositol 3-kinase/Akt mediates erythropoietin (Epo)-induced erythroid survival, proliferation and maturation.^19, 20^ REDK acts as a brake of erythropoiesis via phosphorylating myelin basic proteins as well as histone H2B and H3.^21^ Stk11 (LKB1) is well known for regulating cellular energy metabolism via activating AMPK and others, also being essential for quiescence and metabolic homeostasis of HSCs and erythropoiesis.^22^ However, the function of other STKs in erythropoiesis remains largely undefined.

Stk40 (serine/threonine kinase 40) was originally identified in our laboratory as a downstream target of pluripotency transcription factor Oct4 (encoded by *Pou5f1*) and shown to activate the ERK/MAPK pathway and induce extraembryonic endoderm differentiation in mouse embryonic stem cells.^23^ Our further studies have shown that targeted deletion of *Stk40* leads to mouse pulmonary defect and neonatal lethality,^24^ and that Stk40 represses adipogenesis by translational control of CCAAT/enhancer-binding proteins.^25^ The current study reveals that Stk40 can also function as a regulator of definitive erythropoiesis in the mouse fetal liver.

## Results

### *Stk40* knockout embryos suffer from anemia

We previously reported that *Stk40*^−/−^ neonates died at birth with pale appearance and subcutaneous edema.^24^ We thus speculated that *Stk40*^−/−^ embryos might have anemia. To verify this, we examined the hematocrit of E18.5 embryos and found a moderate but significant decrease of hematocrit in the peripheral blood of *Stk40*^−/−^ embryos compared to heterozygous (Het) or wild-type (WT) specimens, while there was no significant difference in the hematocrit between *Stk40* Het and WT embryos (Figure 1a). Hereafter, WT and Het embryos were grouped together as WT/Het. The presence of anemia was further validated by reduced red blood cell counts and hemoglobin concentrations (Figures 1b and c). In contrast, counts of white blood cells and platelets were comparable between *Stk40*^−/−^ and WT/Het embryos (Supplementary Figures 1a and b). Significant decreases in the count of red blood cells were observed in *Stk40*^−/−^ embryos of E13.5–E18.5 (Supplementary Figure 1c). Moreover, the cell number to body weight ratios were also significantly reduced in *Stk40*^−/−^ embryos before birth (Supplementary Figure 1d). However, peripheral blood smears of *Stk40*^−/−^ embryos at E18.5 did not show obvious morphological abnormalities of erythrocytes (Supplementary Figure 1e). To test whether anemia in *Stk40* mutants was caused by an inadequate supply of Epo, an essential cytokine for erythrocyte production, we examined the concentration of Epo in the plasma of E18.5 embryos by ELISA. Interestingly, the Epo concentration in *Stk40*^−/−^ embryos displayed a twofold increase compared to that in WT/Het controls (Figure 1d). The finding implied that anemia observed in *Stk40*^−/−^ embryos was not caused by a low concentration of Epo. Instead, *Stk40*^−/−^ embryos might be under anemic stress to produce more Epo than normal controls. Together, these results reveal that loss of *Stk40* can lead to fetal anemia, suggesting a role of Stk40 in regulating erythropoiesis.

### Definitive erythropoiesis is impaired in *Stk40*^−/−^ fetal livers

The presence of anemia in *Stk40*^−/−^ embryos suggested that *Stk40* deletion could result in hematopoietic defects. The size of *Stk40*^−/−^ fetal livers was smaller than that of WT/Het fetal livers at E14.5 (Figures 1e and f), accompanied by significant decreases in the absolute and relative cellularity in the *Stk40*^−/−^ livers (Figure 1g, Supplementary Figures 1f and g). Flow cytometry analysis revealed that the frequency and absolute number of total erythroid cells (Ter119^+^) in the *Stk40*^−/−^ fetal liver decreased significantly (Figures 1h–i). Of note, the frequencies of fetal liver monocytes (Mac-1^+^Gr-1^−^) and granulocytes (Mac-1^+^Gr-1^+^) in *Stk40*^−/−^ embryos increased significantly compared to WT/Het controls, whereas the absolute number of these cells displayed no obvious difference between *Stk40*^−/−^ and WT/Het livers (Supplementary Figures 1h–i and Figure 1j). Furthermore, we did not detect significant differences in the frequencies of B220^+^ and CD3^+^ lymphocytes between *Stk40*^−/−^ and WT/Het embryos (Supplementary Figures 1j–k). As erythroid cells constitute the majority of the fetal hematopoietic compartment at this stage of development, our results suggest that the changes in the myeloid frequency are probably secondary to the erythroid reduction, supporting the notion that Stk40 is required for definitive erythropoiesis in the mouse fetal liver.

### Erythroid colony-forming progenitors decrease in *Stk40*^−/−^ fetal livers

To determine whether *Stk40* depletion would affect hematopoietic progenitors, we analyzed colony-forming cells (CFCs) by culturing E14.5 fetal liver cells in the semisolid methylcellulose medium. Numbers of total CFCs and colonies containing erythroid cells (BFU-E, CFU-E and CFU-granulocyte, erythroid, macrophage and megakaryocyte (CFU-GEMM)) were all reduced substantially in *Stk40*^−/−^ livers compared to WT/Het ones (Figures 2a–d and Supplementary Figures 2a–c). In contrast, numbers of myeloid CFCs (CFU-granulocyte (CFU-G), CFU-macrophages (CFU-M) and CFU-granulocyte/macrophages (CFU-GM)) were not significantly affected by *Stk40* deletion (Figures 2e–g and Supplementary Figures 2d–f), indicating that the decrease in the mix-lineage colony number could be attributed to the impaired production of erythroid cells. These results suggest that Stk40 is required for the generation and/or maintenance of erythroid progenitor cells from HSCs.

### *Stk40* deletion leads to a reduced fetal liver hematopoietic stem and progenitor cell pool

To determine how *Stk40* deletion impaired erythropoiesis, we evaluated the effect of *Stk40* depletion on frequencies of hematopoietic stem and progenitor cells (HSPCs) in the fetal liver. Results from flow cytometry analysis indicated that the frequencies of various HSPC populations were not affected by *Stk40* deletion, including HSC-containing Lin^−^Sca1^+^c-Kit^+^ (LSK) cells, common myeloid progenitors (Lin^−^Sca1^−^c-Kit^+^CD34^+^CD16/32^lo^), granulocyte–monocyte progenitors (Lin^−^Sca1^−^c-Kit^+^CD34^+^CD16/32^hi^), megakaryocyte–erythrocyte progenitors (MEPs, Lin^−^Sca1^−^c-Kit^+^CD34^−^CD16/32^−/lo^) and common lymphoid progenitors (Lin^−^IL-7R*α*^+^Sca1^+^c-Kit^+^) (Figures 3a, c, e, g, i and Supplementary Figure 3). The finding was consistent with the result of colony-forming assays. However, absolute numbers of various HSPCs were significantly fewer in *Stk40*^−/−^ fetal livers than those in controls (Figures 3b, d, f, h and j) probably due to the reduced total cellularity of *Stk40*^−/−^ fetal livers, indicating the defective hematopoiesis caused by *Stk40* deletion.

To determine the functionality of *Stk40*^−/−^ HSCs, we performed competitive reconstitution assays with E14.5 fetal liver cells mixed with BM competitor cells. The donor cell chimerism of *Stk40*^−/−^ fetal livers was lower than that of WT cells in the primary transplantation (Figure 4a), suggesting a defect in the hematopoietic repopulation of *Stk40*^−/−^ HSCs. The lineage compositions of B, T lymphocytes and granulocytes derived from the donor cells were normal (Figures 4b–d). However, the frequency of monocytes was significantly lower than controls (Figure 4e). Hence, *Stk40*^−/−^ fetal liver cells retained the capacity of multi-lineage reconstitution. In addition, the chimerism of *Stk40*^−/−^ donor-derived cells in the BM was reduced compared to WT donor cells (Supplementary Figure 4a), while the multi-lineage composition in the BM was not obviously altered (Figure 4f).

In the secondary transplantation, the donor-derived cell chimerism of *Stk40*^−/−^ transplants remained significantly lower than WT controls, although the lineage composition of donor-derived cells in the peripheral blood was comparable, except for monocytes (Figure 4g and Supplementary Figures 4b–e). Interestingly, the ratio of average donor chimerism of *Stk40*^−/−^ HSCs compared to WT cells was further lessened (Supplementary Figure 4f), which is coincident with the reduced donor chimerism in the BM (Supplementary Figures 4a and g). Nevertheless, the frequencies of CD34^−^LSK and CD34^+^LSK cells, which represent long-term HSCs and short-term HSCs/multipotent progenitors, respectively, were not significantly altered (Figure 4h). Moreover, the frequencies of progenitors, including common myeloid progenitor, granulocyte–monocyte progenitor and MEP, were comparable between *Stk40* WT and KO donor-derived cells (Supplementary Figure 4h). Therefore, the less contribution of *Stk40*^−/−^ transplants was probably due to the reduced size of functional HSC pool in the *Stk40*^−/−^ fetal liver. Unfortunately, we could not evaluate the donor-derived erythropoiesis due to the lack of markers to distinguish the origin of erythroid cells. These results indicate that *Stk40* deletion leads to a reduction of functional HSC populations in the mouse fetal liver but does not abolish the capacity of fetal liver HSCs for long-term multi-lineage reconstitution.

### *Stk40* deletion impairs erythroid differentiation, maturation and survival in the fetal liver

We next examined whether *Stk40* deletion would affect functions of MEPs in addition to reducing the population of MEPs in fetal livers. Equal numbers of purified MEPs of E14.5 fetal livers from both *Stk40* WT/Het and KO embryos were used for CFC assays. *Stk40*^−/−^ MEPs formed considerably fewer CFU-E colonies (Figure 5a). However, there was no obvious difference in the percentage of apoptotic MEPs between *Stk40*^−/−^ and WT/Het embryos (Supplementary Figures 5a and b). This finding suggested that Stk40 is required for MEPs to function properly.

To investigate whether the absence of *Stk40* would also affect erythroid terminal differentiation, we analyzed erythroid maturation of E14.5 fetal liver cells by flow cytometry analysis using CD71 and Ter119 antibodies. In *Stk40*^−/−^ fetal livers, pro-erythroblasts and early basophilic erythroblasts (R2, CD71^+^Ter119^−^) significantly increased, while the early and late basophilic erythroblasts (R3, CD71^+^Ter119^+^) decreased, indicating a partial blockage of erythroid maturation (Figures 5b and c). Furthermore, impaired erythropoiesis is often accompanied by increased cell death. Indeed, in line with the reduced cellularity and erythropoiesis, we detected an over twofold increase in apoptotic cells in *Stk40*^−/−^ fetal livers determined by Annexin V staining (Figure 5d). Importantly, the percentages of apoptotic Ter119^+^ cells and all subgroups (R1-R5) of erythroid cells increased significantly in *Stk40*^−/−^ fetal livers compared to those in WT/Het controls (Figures 5e and f). These data indicate that Stk40 is important for erythroid cell survival and lineage differentiation from MEPs.

### Stk40 is required for normal EBI formation

The erythroblasts in the fetal liver differentiate in association with centrally positioned macrophages and form EBI, which play an important role in erythroblast maturation.^26, 27, 28^ To investigate how *Stk40* deficiency led to defects in erythroid cells, we conducted EBI formation assays to compare native EBIs isolated from WT E14.5 fetal livers to those from *Stk40*^−/−^ embryos. We found that the number of erythroblasts associated with each macrophage was significantly decreased in the native islands of *Stk40*^−/−^ fetal livers (Figures 6a and b), suggesting an essential role of Stk40 in the EBI formation. In addition, we also carried out reconstituted EBI formation assays to determine the contribution of defects in macrophages and/or erythroblasts to the aberrant EBI formation. *Stk40*^−/−^ erythroblasts were substantially less effective than WT erythroblasts in forming association with macrophages (Figures 6c and d). On the other hand, compared to WT macrophages, *Stk40*^−/−^ macrophages bound slightly fewer WT erythroblasts without statistical significance (Figures 6e and f). These observations indicate that impaired EBI formation in *Stk40*^−/−^ fetal livers was mainly due to defects in erythroblasts, although alterations in macrophages cannot be entirely excluded. Moreover, typical rosette organization of EBIs was easily observed in WT livers, but hardly found in *Stk40*^−/−^ livers by transmission electron microscopic examination (Supplementary Figure 6). Therefore, Stk40 is critical for erythroblast/macrophage association during erythroid maturation.

As adhesion molecules are known to play critical roles in the EBI formation,^27, 28, 29^ we examined the expression levels of erythroblast macrophage protein (EMP), vascular cell adhesion molecule-1 and intercellular adhesion molecule-1 (ICAM-4). Our quantitative real-time (RT-qPCR) results revealed that deletion of *Stk40* did not affect the mRNA levels of these adhesion molecules (Figure 7b). The result hints that the impaired EBI formation might not stem from compromised expression of the tested adhesion molecules.

### Stk40 regulates TNF-*α* signaling and genes involved in erythropoiesis

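RNA of whole E14.5 fetal livers was measured on Affymetrix mouse arrays, 2 for WT and 2 for Stk40 KO embryos, each hybridized with RNA pooled from 6 livers of 1 genotype. The paper calls the pools biological replicates, and only 2 pools per genotype measure the spread between them. Stk40 itself was read by 1 named probe set, with an intensity of 59.9 and 52.2 on the WT arrays and of -98.9 and -111 on the Stk40 KO arrays. All 4 of these values lie under the noise level of the arrays, so no fold is given, and the place of the probe set relative to the deleted part of the gene was not examined here. The deposited values are linear intensities in arbitrary units, 1 per probe set and array, and the submitters' processing notes name MAS5. They had not been scaled between arrays, and negative values, which arise when mismatch probes are brighter than matched probes, made up 23.1% and 21.5% of the values on the WT arrays and 23.2% and 21.0% on the Stk40 KO arrays. The noise level was set at an intensity of 143, the 95th percentile of the size of the negative values. Above it lay 10869 and 12205 probe sets on WT replicates 1 and 2, and 12607 and 12838 on Stk40 KO replicates 1 and 2. The WT arrays were dimmer, with a median intensity of 29.9 and 33.9 against 37.5 and 39.3 for Stk40 KO. Spiked hybridization controls, which are bacterial and phage transcripts added to every sample, were brighter on the Stk40 KO arrays by 0.22 on the log2 scale, and the tested probe sets by a median of 0.18 (-0.04 after scaling to equal 75th percentiles). Across probe sets, which are not independent replicates, Pearson's r was 0.992 between the WT arrays, 0.993 between the Stk40 KO arrays and 0.983 to 0.990 between genotypes. From these intensities, 2-fold differences were counted by the rule in the paper's methods, and differences were tested with limma on log2 values, with values under the noise level raised to it. Each count was made on the intensities as deposited and again with every array scaled to the same 75th percentile of its positive values. Gene names come from the authors' deposited table of probe sets with 2-fold changes, which gives 1 symbol to 1418 of its 1467 probe sets. Probe sets outside that table have no name here, so genes below a 2-fold change could not be looked up. A named gene may also have probe sets without such a change, which are not seen here.

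**Figure D1:**
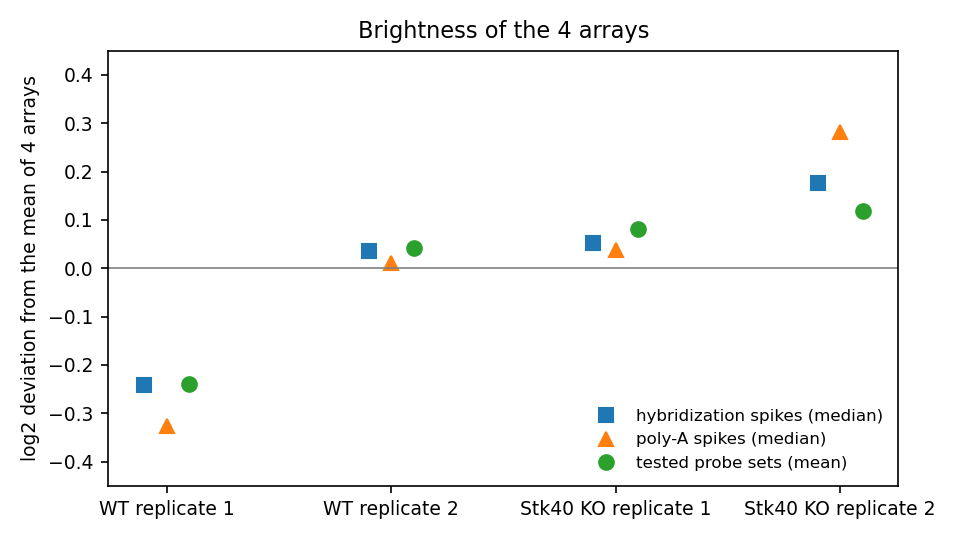
Brightness of each array as its log2 deviation from the mean of the 4 arrays (y axis), for 18 hybridization spikes and 8 poly-A spikes (medians) and for the 12600 tested probe sets (mean); each point is 1 array. WT replicate 1 lies lowest in all 3 measures (-0.24, -0.33 and -0.24) and Stk40 KO replicate 2 highest (0.18, 0.28 and 0.12).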

To understand how Stk40 participated in erythropoiesis, we compared the transcriptomes of E14.5 fetal livers between WT and *Stk40*^−/−^ embryos by microarray analyses. 

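Among genes with a name here, the largest rise in Stk40 KO fetal livers by limma was that of Cps1, the carbamoyl-phosphate synthetase of the urea cycle, with an intensity of 1427 ± 310 (SD, n = 2 arrays) against 106 ± 3.86 in WT, which lies under the noise level, so that the rise is at least 10.0-fold. C730007P19Rik had a larger ratio of means (17.4 against 13.5), with 470 ± 62.5 against 27.0 ± 0.707, which is at least 3.30-fold against the noise level. Of 30 genes of hepatoblasts and hepatocytes, 3 are named in the authors' deposited table of 2-fold changes, all up, and the 2 that could be tested, Cps1 and Hp, rose. The other genes of such a list have no name here, so a member could be tested only if it was already in that table. That the tested members of a list changed therefore follows from how they were named and is no result about the list. Among other genes that rose, Cp, which encodes the copper-carrying plasma ferroxidase ceruloplasmin, was 4.36-fold higher (1290 ± 191 against 296 ± 3.54), and its 5 named probe sets all rose. A probe set of Cp with no 2-fold change would have no name here. Cyp3a11, a drug-metabolizing cytochrome P450, was 4.30-fold higher (620 ± 48.7 against 144 ± 5.33), and Igfbp1, a secreted binding protein of insulin-like growth factors, was 2.85-fold higher (5288 ± 1306 against 1856 ± 77.2). Of 25 genes of neutrophils and granulocytes, 9 are named in that table, all of them up, and the 5 that could be tested rose. Among these 5, Ngp and Camp, which encode neutrophil granule peptides, reached 1924 ± 532 against 714 ± 24.7 and 1395 ± 319 against 606 ± 55.1, and Ltf, the iron-binding lactoferrin, 530 ± 170 against 182 ± 1.67. By flow cytometry the paper found a higher frequency of granulocytes and monocytes and a lower frequency of erythroid cells in Stk40 KO fetal livers, with similar absolute numbers of the myeloid cells. RNA of whole livers does not separate such shifts in cell shares from changes within cells. Bhmt, the liver enzyme that remethylates homocysteine with betaine, had the largest fall among named genes in limma, from 1449 ± 146 to 318 ± 40.6, a 4.56-fold decrease. Ddx6, an RNA helicase of mRNA decay, fell from 582 ± 11.3 to 244 ± 13.6, and Fabp2, an intestinal-type fatty acid-binding protein, was at least 1.53-fold lower.
In limma, Cps1 rose by a log2 fold change of 3.31 (standard error 0.25, adjusted p = 2.38e-35; 3.19 and adjusted p = 7.02e-05 with equal 75th percentiles) and Bhmt fell by 2.19 (standard error 0.23, adjusted p = 2.57e-18; adjusted p = 5.09e-05 with equal 75th percentiles). Over all alternatives of the test the adjusted p of Cps1 ranged from 4.27e-163 to 0.646 and that of Bhmt from 1.97e-68 to 0.658, the highest in both being the methods' t-test. The smallest values rest on a variance that limma took from its trend alone on the intensities as deposited. Rab28, among the 10 largest rises, rests on Stk40 KO replicate 1, at 1244 against 217 on Stk40 KO replicate 2 and 155 and 207 on the WT arrays, and no longer passed with equal 75th percentiles (adjusted p = 0.324). Pgcp, whose values overlap between genotypes, rests on WT replicate 1, at 1727 against 161 on WT replicate 2 and 170 and 187 on the Stk40 KO arrays (adjusted p = 1.57e-07, or 0.352 with equal 75th percentiles). Of the 12600 probe sets tested by limma, 284 rose and 11 fell at an adjusted p under 0.05, and with equal 75th percentiles 147 rose and 82 fell, of which 119 and 9 were called in both. That table, the only source of gene names here, leaves 219 of the 284 unnamed and names 55 genes that rose and 5 that fell as deposited, and 37 and 3 of these were also called with equal 75th percentiles. By the fold rule of the methods, which uses no test, 1248 probe sets were up and 518 were down (70.7% up) as deposited, and 817 were up and 728 were down (52.9% up) with equal 75th percentiles. All 817 were among the 1248, and all 518 were among the 728. Counted as named genes, 949 were up and 386 down as deposited, and 613 and 390 with equal 75th percentiles. Names exist only for probe sets that already had a 2-fold change as deposited. Those down only after scaling are therefore missing from the 390, so the named counts do not show the balance after scaling. Most 2-fold probe sets as deposited were dim, with a mean intensity under the noise level in 1697 of the 1766. Without Stk40 KO replicate 2 the balance turned, to 1398 up and 1569 down by the fold rule and to 103 up and 142 down by limma with equal 75th percentiles, which called 462 and 312 without WT replicate 2. Without WT replicate 1 or 2, limma called 442 up and 64 down or 8376 up and 59 down, and without Stk40 KO replicate 1 or 2 it called 3 up and 1 down or 4 up and 1 down.

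**Figure D2:**
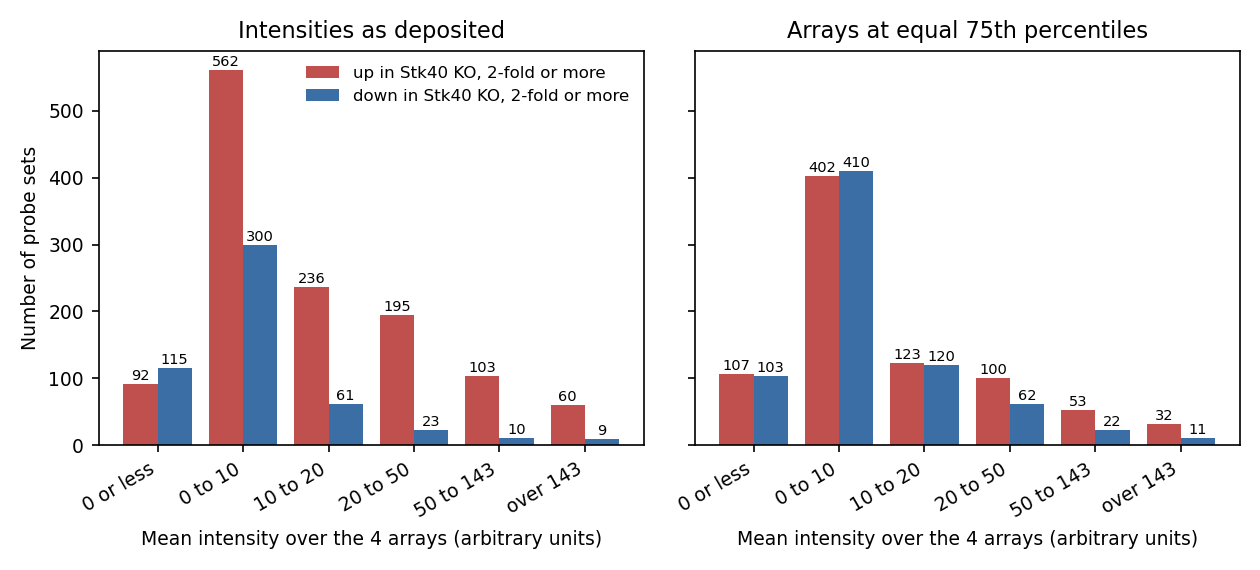
Number of probe sets (y axis) up or down 2-fold or more in Stk40 KO fetal livers by the fold rule, grouped by mean intensity over the 4 arrays (x axis, arbitrary units; 143 is the noise level), as deposited (left) and with equal 75th percentiles (right). Above the noise level 60 were up and 9 down as deposited, and 32 and 11 with equal 75th percentiles, while at a mean between 0 and 10 there were 562 and 300 as deposited, and 402 and 410 with equal 75th percentiles.

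**Figure D3:**
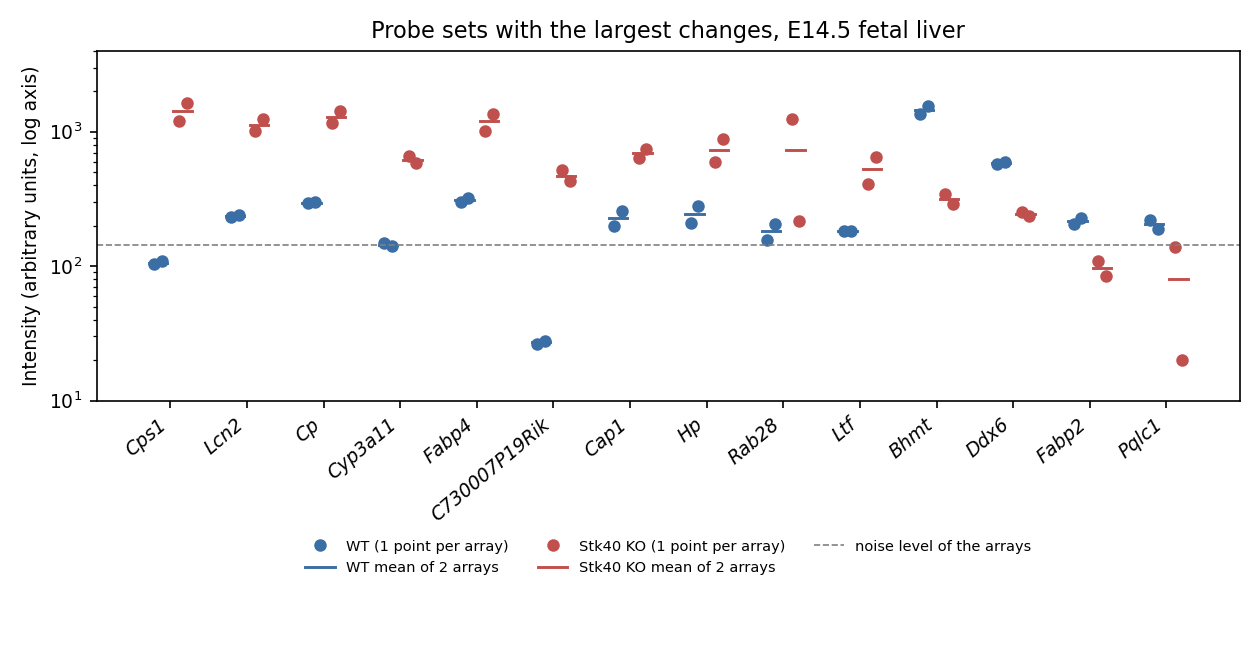
Intensity (y axis, log scale, arbitrary units) on each of the 4 arrays for the 10 genes with the largest rises and the 4 with the largest falls past the threshold of limma among named genes whose values do not overlap between genotypes; points are arrays, bars are means of 2 arrays and the dashed line is the noise level. The Stk40 KO arrays of Cps1 lie at 1208 and 1646 and its WT arrays at 103 and 108, and Pqlc1 lies at 140 and 19.9 on the Stk40 KO arrays.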

Among 1295 differentially expressed genes (DEGs), 934 DEGs were upregulated (Figure 7a), implicating a repressive role of Stk40 for gene expression in mouse fetal livers. Consistent with the increased apoptosis of *Stk40*^−/−^ fetal liver cells, microarray analysis revealed 267 genes involved in cell death and proliferation, including *Trp73*, *TGF-β*, *p21* (*Cdkn1a*), *IL21* and *Lcn2.*^7, 30, 31, 32, 33^ Altered expression of these genes was further verified by RT-qPCR (Figure 7b). 

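Lcn2 encodes lipocalin 2, which binds iron-carrying siderophores and is made by neutrophils and in the acute phase response, and it was the brightest of these genes. Its intensity rose from 236 ± 8.16 (SD, n = 2 arrays) in WT to 1130 ± 168 in Stk40 KO fetal livers, a 4.79-fold increase. Cdkn1a, the cyclin-dependent kinase inhibitor p21, had values of 13.6 and 35.5 on the Stk40 KO arrays and of 2.73 and 10.8 on the WT arrays. Trp73, a relative of p53, had values of 15.4 and 13.3 in Stk40 KO and of -4.00 and -5.55 in WT. Tgfb2, a TGF-β ligand, was read by 2 named probe sets, at 51.0 and 55.6 against 20.9 and 27.7 by the brighter and at 19.8 and 23.5 against 0.364 and 6.64 by the dimmer, and its relative Tgfb3 had 4.09 and 4.45 against 1.55 and 0.818. Il21, a lymphocyte cytokine, had 3.91 and 10.3 in Stk40 KO and 2.45 and 4.00 in WT, so that its values overlap. Apart from Lcn2, these values lie under the noise level on all 4 arrays, so no fold or test is given for them. Tgfb1 is not named in the authors' deposited table. For Lcn2, limma gave a log2 fold change of 2.25 (standard error 0.24, adjusted p = 9.92e-17). With equal 75th percentiles it gave 2.02 (adjusted p = 5.47e-04), and over all alternatives the adjusted p ranged from 8.02e-79 to 0.658, with 0.144 when Stk40 KO replicate 2 was left out.
Of the 7 genes looked up for this statement, the authors' table names 6, all up, but the study chose them on these arrays, so they are not independent evidence of a direction. Of 28 p53 target genes the table names 3 (Cdkn1a, Dram1 and Trp73), all up, and of 25 TGF-β signalling genes and targets it names 6, all up. Of 42 apoptosis genes it names 4, of which 2 were up, Casp12 among them, and 2 were down, Bcl2l1, an inhibitor of apoptosis, and Fasl, a death receptor ligand. Of 44 genes of the cell cycle and DNA replication it names 0. Since 71.1% of all named genes are up, lists this short that are wholly up cannot stand out by Fisher's exact test (two-sided p = 0.561 for p53 targets and 0.190 for TGF-β; adjusted p = 0.834 and 0.634), so that the test says nothing about a lean upward in them. The apoptosis list gave p = 0.329 by the same exact test (adjusted p = 0.824), and the cell cycle list could not be tested.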

Interestingly, ingenuity pathway analysis, often used in the identification of upstream regulators of DEGs, of upregulated genes identified TNF-*α* as the most significant upstream regulator (Figure 7c). Indeed, the mRNA level of TNF-*α* increased by about sixfolds in *Stk40* KO liver cells (Figure 7b), implying a potential role of TNF-*α* activation in the *Stk40* deficiency-induced dyserythropoiesis in fetal livers. 

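Of 70 target genes of TNF-α and NF-κB, 13 are named in the authors' deposited table of 2-fold changes. By the fold rule 12 of them were up (Atf3, Ccl20, Cxcl1, Cxcl2, Cxcl3, Cxcl10, Gadd45b, Jun, Junb, Lcn2, Maff and Plau) and 1, Fosl1, was down. Among the chemokines that attract neutrophils, Cxcl1 had an intensity of 138 and 240 on the Stk40 KO arrays and of 75.5 and 79.3 on the WT arrays by its brighter probe set, and Cxcl2 had 10.8 and 44.0 against 4.91 and 4.55. Jun, a subunit of the AP-1 transcription factor, had 54.7 and 122 against 25.3 and 52.4, and Atf3, a stress-induced transcription factor, 45.7 and 76.5 against 20.8 and 34.0. Only 2 of the 13 genes, Lcn2 and Cxcl10, were bright enough to be tested by limma, and both rose. Both were already in the table of 2-fold changes, so an adjustment over the list alone covers only genes chosen by fold. Lcn2 also belongs to the neutrophil and acute phase lists, and it is 1 of the 5 neutrophil genes that could be tested. All 5 rose, but they had been named for a 2-fold rise, so this follows from how they were named. By the fold rule 7 of the TNF-α and NF-κB targets were up without WT replicate 1, 7 without Stk40 KO replicate 2 and 1 with the floor at the noise level. With equal 75th percentiles 9 of the 12 were still up 2-fold, and limma called 1, or 2 when adjusted over the list alone.
Of 26 genes of TNF receptors and their proximal signalling, 3 are named, of which Ltb and Map3k7 were up and Map3k7ip1, which encodes a partner of the kinase TAK1, was down, all under the noise level in the mean of each genotype. Of 38 interferon response genes, Cxcl10 was up and Psmb8 down. Psmb8 had 14.1 and 5.82 on the Stk40 KO arrays against 18.7 and 39.1 on the WT arrays, all under the noise level. Tap1 was not counted, because its named probe sets changed in opposite directions. Of 29 genes of the acute phase response and IL-6 signalling, 10 are named and all were up, and limma called 5 of them (Cp, Hamp, Hp, Lcn2 and Steap4), 3 with equal 75th percentiles.
The ingenuity pathway analysis, which draws on its own database, was not repeated here. In its place, each list was set against the remaining named 2-fold genes by a two-sided Fisher's exact test of up against down. By that exact test, the TNF-α and NF-κB targets, 12 up and 1 down against 937 up and 385 down, gave p = 0.124 (adjusted p = 0.622 over 20 lists), and the acute phase list p = 0.0717 (adjusted p = 0.622). The smallest p of any list by the same exact test was 0.0665, for the neutrophil genes. The neutrophil and acute phase lists, at 9 of 9 and 10 of 10 up, are already as one-sided as their size allows, so the test could not have shown a lean upward in them. The TNF-α and NF-κB targets, even if wholly up, would also not have passed after adjustment over the 20 lists. Their result therefore does not show whether they lean upward. This test compares directions among genes already chosen by fold and does not ask whether targets of TNF-α are more frequent among them than on the array, since genes outside the table have no names here.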

In total, 133 upregulated DEGs were associated with TNF-*α* signaling, including *Adam8*, *Aldh2*, *Cdkn1a*, *Ccl-6*, *Ccl-20*, *Cxcl-10*, *IFN-γ*, *IL-1b*, *Jun-b* and *Lcn2*. 

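Of the 11 genes looked up for this statement, Tnf included, the authors' deposited table names 8, and all 8 were up in Stk40 KO fetal livers. Since the study chose them on these arrays, they are not independent evidence of a direction. Cxcl10, an interferon-induced chemokine that attracts T cells, had an intensity of 319 ± 96.1 (SD, n = 2 arrays) in Stk40 KO against 136 ± 68.9 in WT, a 2.35-fold difference that was 1.73-fold without WT replicate 1 and 3.66-fold without WT replicate 2. Junb, an AP-1 subunit, had 165 ± 59.5 against 81.2 ± 37.6, with 1 of the 4 arrays above the noise level. Ccl6, a chemokine of myeloid cells, had 149 and 169 on the Stk40 KO arrays against 50.3 and 60.0 on the WT arrays by its brighter probe set, which is at least 1.12-fold higher, and 64.1 and 78.2 against 34.0 and 33.2 by its other probe set. The remaining genes were dimmer. Adam8, a membrane-bound metalloprotease, had 27.7 ± 12.1 against 11.8 ± 3.79, and Aldh2, the mitochondrial aldehyde dehydrogenase, had 24.4 and 35.6 against 12.7 and 13.2. Ccl20, a chemokine that attracts lymphocytes and dendritic cells, had 9.91 and 4.36 against 1.55 and 0.364. Tnf, Ifng and Il1b are not named in the table and have no value here.
In limma, which tested Lcn2, Cxcl10 and Ccl6, the log2 fold change of Cxcl10 was 0.94 (standard error 0.20, adjusted p = 3.34e-04), and that of Ccl6 was 0.15 (standard error 0.11, adjusted p = 0.619). Both WT values of Ccl6 had been raised to the noise level, so its 0.15 is a lower bound and does not show an unchanged gene. With a lower floor (the median size of the negative values), chosen after seeing the data, and equal 75th percentiles, limma gave 1.30 for Ccl6 (adjusted p = 0.0375). With equal 75th percentiles Cxcl10 had a log2 fold change of 0.83 and no longer passed (adjusted p = 0.0858), and over all alternatives its adjusted p ranged from 1.21e-13 to 1.00, with 0.780 and 1.00 without Stk40 KO replicate 1 or 2. Adjusted over the list alone, Lcn2 and Cxcl10 passed in both scalings. The tested members had been chosen by fold on these arrays, so this does not replace the adjustment over all probe sets. From the pathway analysis of the upregulated genes and the TNF-α mRNA level measured by RT-qPCR (Figure 7b and c), the paper proposes that activation of TNF-α may take part in the impaired erythropoiesis of Stk40 KO fetal livers. It also draws on RT-qPCR of the listed genes and on lower IκBα and Gata1 protein with more cleaved caspase-3 (Figure 7d to f). A published report that human STK40 restrains NF-κB activation by TNF-α is cited as well.

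**Figure D4:**
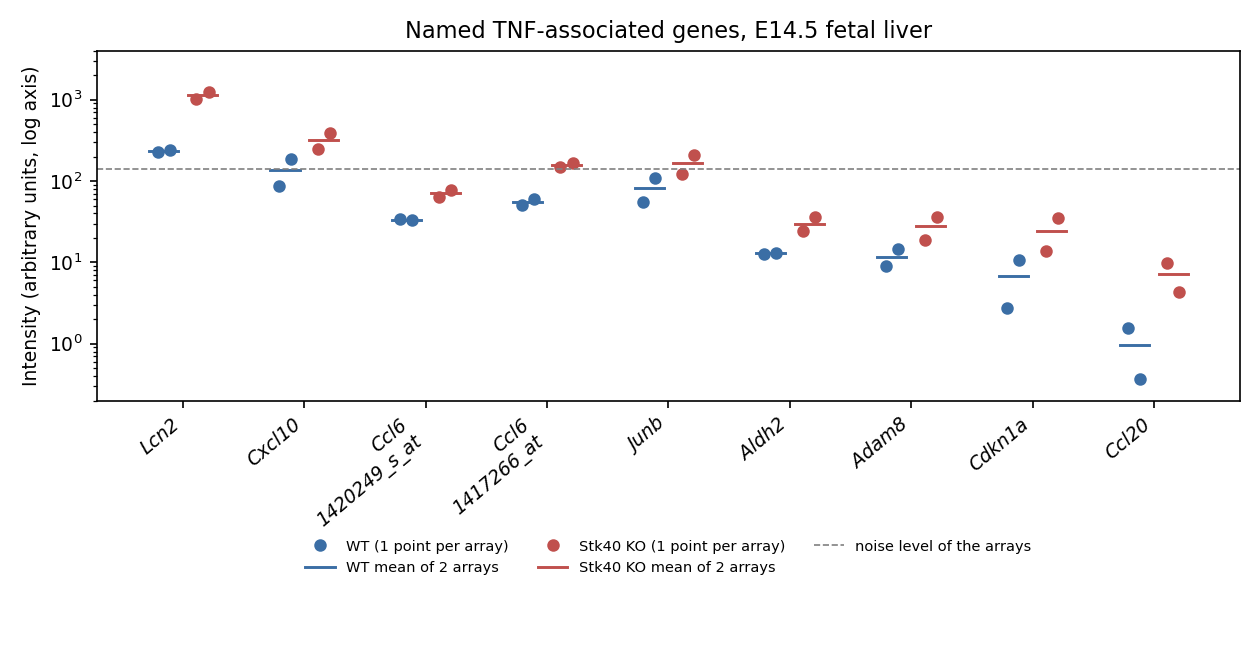
Intensity (y axis, log scale, arbitrary units) on each of the 4 arrays for the named TNF-associated genes; points are arrays, bars are means of 2 arrays and the dashed line is the noise level of 143. Lcn2 and Cxcl10 are above the noise level on both Stk40 KO arrays, as is the brighter probe set of Ccl6, while Aldh2, Adam8, Cdkn1a and Ccl20 lie under it on all 4 arrays.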

The upregulation of these genes was further verified by RT-qPCR (Figure 7b). TNF-*α* is known to inhibit erythropoiesis and cause anemia in human.^34^ Interestingly, human STK40 was reported as a suppressor of TNF-*α*-induced NF-*κ*B activation.^18^ Therefore, we anticipated that deletion of *Stk40* might lead to over-activation of TNF-*α* signaling in the mouse fetal liver and thus impair erythropoiesis. In support of this, the protein level of I*κ*B*α*, an indicator of the NF-*κ*B activity, was significantly reduced in the *Stk40*^−/−^ fetal livers (Figures 7d and e). Furthermore, in line with a previous report that TNF-*α* could induce erythroid cell death via caspase-mediated cleavage of GATA1,^6^ we observed decreased protein levels of Gata1 and increased cleaved caspase-3 in *Stk40*^−/−^ fetal liver cells (Figures 7d and f). Therefore, our data suggest that deletion of *Stk40* could invoke the aberrant activation of TNF-*α* expression and NF-*κ*B signaling in fetal livers, which may in turn lead to the inhibition of erythropoiesis.

## Discussion

In the present study, utilizing a conventional knockout (KO) mouse model, we report an important role of Stk40 in the fetal liver definitive erythropoiesis, which could be primarily attributed to the disrupted erythroid differentiation and enhanced apoptosis. Our further investigation indicates that aberrantly activated TNF-*α* signaling may underlie impaired erythroid differentiation and survival. Human STK40 was reported to inhibit TNF-*α*-induced NF-*κ*B activation.^18^ In the mouse psoriasis model, miR-31 increases the basal level and TNF-*α*-induced cytokine and chemokine production via targeting Stk40.^35^ This mechanism is also conserved in the endothelial–mesenchymal transition and in associated secretory phenotype induced by TGF-*β*.^36^ Recently, STK40 was reported to suppress the NF-*κ*B pathway involved in human keratinocyte viability, migration and apoptosis.^37^ Therefore, Stk40 may have a conserved inhibitory role of cytokine-induced NF-*κ*B signaling independent of cell types and contexts. Multiple studies have demonstrated that TNF-*α* inhibits erythropoiesis and causes anemia in human.^34, 38, 39, 40, 41^ Moreover, TNF-*α* can induce cell death of erythroid cells via caspase-mediated cleavage of the master regulator of erythropoiesis, GATA1.^9, 15, 42, 43, 44^ Our finding that *Stk40* deletion in the fetal liver causes aberrant activation of TNF-*α* signaling supports the idea that Stk40 plays an important role in repressing TNF-*α* signaling activation. The aberrant activation of TNF-*α* signaling can bring about increased inflammatory cytokine stimulation and subsequent inhibition of erythropoiesis. However, the direct link between Stk40 and TNF-*α* signaling has not been uncovered yet. The transcriptomic and signaling profiles need to be further investigated in purified erythroid subpopulations.

The centrally positioned macrophages in EBIs of the mouse fetal liver also play important roles in promoting erythroblast survival, terminal differentiation and cell cycle progression, as well as enucleation of late-stage erythroblasts.^8, 27, 28, 45^ Several pairs of adhesion molecules are known to play critical roles in EBI formation, including EMP/EMP, *α*4*β*1 integrin/VCAM-1 and ICAM-4/*α*v receptors.^27, 28, 29^ Deletion of *Stk40* did not affect mRNA levels of these adhesion molecules based on our microarray analysis and RT-qPCR analysis. It remains unclear how *Stk40* deletion disrupted the EBI formation.

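None of Maea (EMP), Vcam1 and Icam4 is named in the authors' deposited table of 2-fold changes on the arrays of E14.5 fetal livers. Their intensities are not given, because probe sets outside that table carry no gene name here, and a gene missing from it can still have changed. Of 15 genes of erythroblastic island adhesion, the table names 2, both up by the fold rule and under the noise level on all 4 arrays. Cd163, a scavenger receptor of macrophages, had an intensity of 21.5 and 13.7 in Stk40 KO and of 1.82 and 0.727 in WT. Palld, which encodes the actin-associated protein palladin, had 0.182 and 31.8 against 10.0 and 5.64, so that its values overlap. The integrin genes of the list, Itga4, Itgb1 and Itgav, are not named in the table.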

We found that HSPC compartments in *Stk40*^−/−^ fetal livers were reduced, although the relative frequencies were comparable to those in WT/Het mice due to the significantly reduced liver size. The reduced donor contribution of *Stk40*^−/−^ transplants implies the possibility of a reduced functional HSC pool. The fact that *Stk40*^−/−^ fetal liver cells retained the ability of long-term multi-lineage reconstitution indicates that Stk40 may not play a pivotal role at the HSC level. However, functional HSC populations in recipient mice should be further characterized by signaling lymphocytic activation molecules and other markers.^30^ Transplanted fetal liver cells used in our competition assays contained the mixture of hematopoietic progenitors, matured cells and non-hematopoietic cells, causing the inaccuracy in evaluation of the reconstitution capacity. It remains elusive whether *Stk40*^−/−^ HSCs retain an intact ability of self-renewal. To address this question, FACS-purified fetal liver HSCs and donor-derived HSCs should be used to determine the functionality of Stk40 in serial reconstitutions. Due to the lack of markers to distinguish the origin of erythroid cells, we could not examine the role of Stk40 in the definitive erythropoiesis of donor cells in recipient mice. In the future, ubiquitously expressed reporter genes (e.g., GFP) can be employed to mark donor-derived erythroid cells and thus determine the exact role of Stk40 in BM erythropoiesis. In this study, we focused on the function of Stk40 in definitive erythropoiesis in the mouse fetal livers. However, one can speculate a potential role of Stk40 in the BM and adult erythropoiesis as well. A conditional KO mouse model is currently being developed for dissection of functions of Stk40 in the hematopoietic cell hierarchy and the extrinsic effect of microenvironment.

In summary, our data reveal that Stk40 is required for erythroid differentiation and survival as well as EBI formation in the mouse fetal liver. Identification of cofactors and inhibitors of Stk40 would provide further molecular insights into its functions and develop therapeutic applications for erythropoiesis-related diseases.

## Materials and Methods

### Mice

*Stk40* Het mice were maintained in a C57BL/6J background under specific pathogen-free conditions. All procedures were performed according to the guidelines approved by the Animal Use and Care Committee of Shanghai JiaoTong University School of Medicine. Genotyping was determined by genomic PCR as previously described.^24^

### Hematologic analysis of peripheral blood

For circulating blood cell counts, peripheral blood samples were obtained from the facial vein of E15.5–E18.5 embryos and measured using hematology analyzer Poch-100iv Diff (Sysmex Corp, Kobe, Japan), or yolk sac and umbilical vessels were severed at their attachment to the placenta in PBS containing EDTA. Embryos older than E15.5 were bled with extra decapitation. All blood cells in the dish were collected and counted by Z2 Coulter Counter (Beckman Coulter, CA, USA). Blood smears were prepared and stained with Wright–Giemsa.

### Erythropoietin concentration determination

Whole blood samples were centrifuged at 2000 × *g* for 10 min to pellet blood cells. The plasma was collected and stored at −70 °C until testing. Erythropoietin concentrations were measured by a mouse Erythropoietin Quantikine ELISA Kit (R&D Systems, Minneapolis, MN, USA) as instructed.

### Immunofluorescence staining and flow cytometry analysis

Fetal livers of E14.5 embryos were dissected, minced gently and passed through 40 *μ*m cell strainers (BD Biosciences, San Jose, CA, USA) to obtain single cell suspensions. Cells were incubated with indicated antibodies for 30 min at 4 °C in PBS containing 2% fetal bovine serum. The antibodies used were as follows: Allo-phycocyanin (APC)-anti-Ter119 (TER-119), Phycoerythrin APC-anti-B220 (RA3-6B2), PE-anti-CD3e (145-2C11), Biotin-anti-CD3e (145-2C11), Biotin-anti-CD4 (GK1.5), Biotin-anti-CD8 (SK1), Biotin-anti-Gr-1 (RB6-8C5), Biotin-anti-Mac-1 (M1/71), Biotin-anti-Ter119 (TER-119), Biotin-anti-B220 (RA3-6B2), APC-Cy7 Streptavidin, APC-anti-c-Kit (2B8), PE-Cy7-anti-Sca1 (D7), FITC-anti-CD34 (RAM34), PE-anti-CD16/32 (2.4G2), PE-anti-IL7R*α* (SB/199) and FITC-Annexin V (BD Biosciences). The flow cytometry analyses were performed with BD FACS Aria II or Accuri C6 flow cytometers.

### CFU analyses

The CFU-E and BFU-E of WT and *Stk40*^−/−^ E14.5 fetal liver cells were analyzed according to instructions of manufacture (Stemcell Technologies, Vancouver, BC, Canada). Erythroid, myeloid and mixed lineage colonies were counted based on morphological criteria. The MethoCult M3334 medium was used for CFU-E, and M3434 for BFU-E, CFU-G, CFU-M, CFU-GM and CFU-GEMM.

### Competitive reconstitution assays

The Ly5 congenic mouse system was used to perform competitive reconstitution assays. In the primary transplantation, 5 × 10^5^ fetal liver nucleated cells (Ly5.2/CD45.2) were mixed with the same number of BM competitor cells (Ly5.1/CD45.1) and injected intravenously into recipient mice lethally irradiated at a dose of 9.5 Gy. Cells from the peripheral blood and BM were stained with fluorescence-conjugated antibodies for population analysis at indicated time points. Eighteen weeks after transplantation, 1 × 10^6^ BM nucleated cells from killed primary recipients were transplanted into the secondary recipient mice. Cells from the secondary recipients were timely analyzed as in the primary transplantation.

### RNA extraction and RT-qPCR

Total RNA was extracted using the TRIzol reagent (Invitrogen/Life Technologies, Grand Island, NY, USA) in accordance with the manufacturer's instructions. Reverse transcription was performed with a Fastquant reverse kit (Tiangen, Beijing, China). RT-qPCR was carried out on ABI 7900 using the Roche FastStart Universal SYBR Green Master (Rox). Primers used in this study are provided in Supplementary Table 1.

### RNA microarray analyses

Total fetal liver RNA was isolated as described above. Each sample contained pooled RNA from six livers of E14.5 embryos of the same genotype. Two biological replicates for each genotype were prepared and hybridized to the Affymetrix mouse 430 2.0 array by the Shanghai Biochip Company. For data processing, first, all probe-sets with negative values in all samples were removed; second, probe-set values inconsistent in each group (WT or KO) were also removed; third, values less than 0.1 were set to 0.1 for further analysis. 

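Applied to the deposited intensities, these steps start from 45037 probe sets that are not controls. Negative values on all 4 arrays removed 7537 probe sets, and values of opposite sign within a genotype, which is how the inconsistency of a group was read here, removed another 4667, leaving 32833. After values under 0.1 had been raised to 0.1, 443 of the probe sets with a 2-fold change stood at that floor in 1 genotype, so their fold depends on the floor. Runx1, a transcription factor of blood progenitors, is an example, with 15.4 and 17.9 on the Stk40 KO arrays and -5.36 and -18.7 on the WT arrays. A stricter reading of low values changes the counts: 40 probe sets were up and 8 down when the floor was set at the noise level, and 88 and 11 when the mean of at least 1 genotype had to exceed it.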

DEGs were defined by a fold change of two. DEGs occurred in both decreased and increased list were removed as well. The heat map was drawn by R package ‘heatmap.2'. Upstream pathways were analyzed by ingenuity pathway analysis (QIAGEN). Microarray raw data were submitted to GEO (GSE95017) and processed data are provided in Supplementary Table 2.

### Protein preparation and western blotting

Whole cell lysate was collected in the lysis buffer (2 mM EDTA, 0.5% NP-40, 50 mM Tris-HCl, pH 7.5, 150 mM NaCl with protease inhibitors) and quantified using a BCA kit (Thermo Scientific, Wilmington, DE, USA). Relative protein levels were quantified by the software Image J (NIH, Bethesda, MD, USA).

### EBIs

Native EBIs were isolated from E13.5 or E14.5 fetal livers as reported.^45^ For island reconstitution, erythroblasts were stripped from adherent macrophages with Dulbecco's PBS (Ca^2+^/Mg^2+^ free), and erythroid cells from other embryos with the indicated genotype were added to the stripped macrophages. Native or reconstituted clusters were dipped in the RPMI 1640 medium (Thermofisher Scientific, MA, USA) to remove non-adherent cells. Islands were fixed in 4% PFA in PBS for 20 min, stained with APC-anti-Ter119, FITC-anti-F4/80 and Hoechst 33342 and imaged by a confocal microscopy (ZEISS 710) with a × 63 oil immersion objective (N.A. 1.4).

### Statistical analysis

Results are shown as mean±S.D. The significance of differences was assessed with a two-tailed unpaired Student *t*-test. *P≤0.05, **P≤ 0.01 and *** *P*≤0.001. Prism version 6.0c software (Graph Pad Software) was used for statistical evaluation.

## Figures and Tables

**Figure 1:**
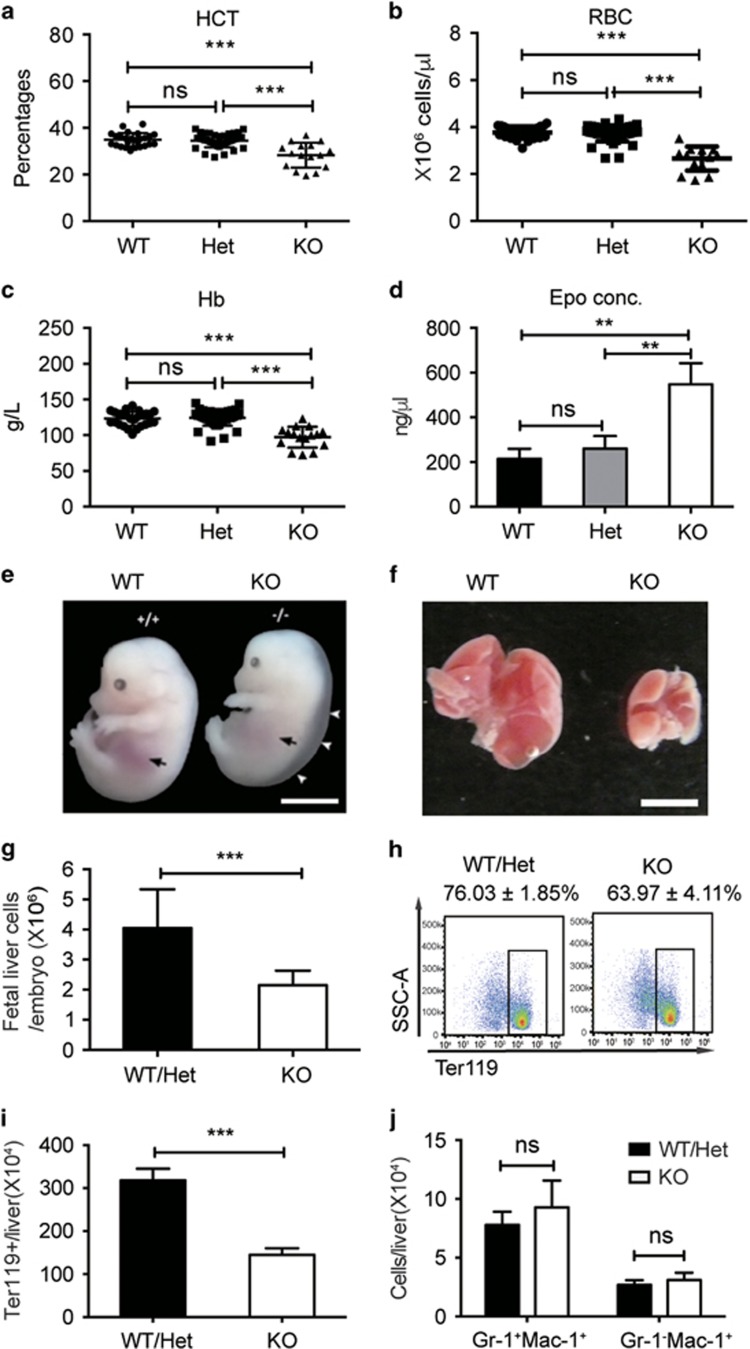
*Stk40* KO embryos have anemia. (**a**–**c**) Peripheral blood routine tests for E18.5 *Stk40* WT, Het and KO embryos. HCT, hematocrit; RBC, red blood cell; Hb, hemoglobin. WT, *n*=26; Het, *n*=48; KO, *n*=17. ***P≤0.001; ns, no significance. (**d**) Concentrations of erythropoietin (Epo) from *Stk40* WT, Het and KO embryos at E18.5. WT, *n*=6; Het, *n*=6; KO, *n*=6. **P≤0.01; ns, no significance. (**e**) Gross morphology of WT and *Stk40* KO embryos at E14.5. White arrowheads indicate subcutaneous edema. Black arrows indicate the position of the fetal liver. Scale bars, 5 mm. (**f**) Gross morphology of representative fetal livers from *Stk40* WT and KO embryos at E14.5. Scale bars, 2 mm. (**g**) Total number of fetal liver cells from *Stk40* WT/Het and KO embryos at E14.5. (**h**) The representative frequencies of Ter119^+^ cells from *Stk40* WT/Het and KO embryos at E14.5. (**i**) Absolute numbers of Ter119^+^ cells from *Stk40* WT/Het and KO embryos at E14.5. (**j**) Absolute numbers of monocytes (Gr-1^−^Mac-1^+^) and granulocytes (Gr-1^+^Mac-1^+^) from *Stk40* WT/Het and KO embryos at E14.5. For panels (**g**–**j**): WT, *n*=8; Het, *n*=30; KO, *n*=14. ***P≤0.001; ns, no significance

**Figure 2:**
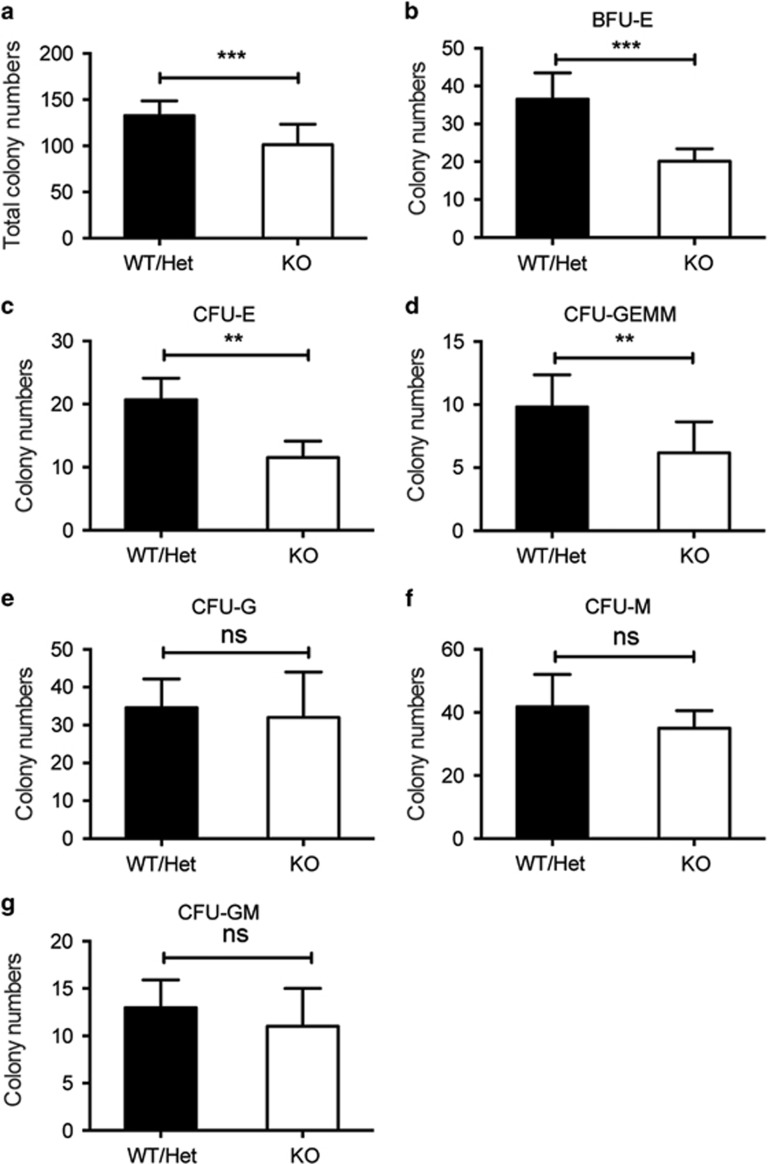
The number of erythroid colony-forming progenitors decreases in *Stk40*^−/−^ fetal livers. 2 × 10^4^ fetal liver cells from each E14.5 embryo were seeded in the media for colony-formation assays. Panels (**a**–**g**) show total colony numbers (**a**), BFU-E colony numbers (**b**), CFU-E colony numbers (**c**), CFU-GEMM numbers (**d**), CFU-G numbers (**e**), CFU-M numbers (**f**) and CFU-GM numbers (**g**) of *Stk40* WT/Het and KO fetal livers. WT, *n*=6; Het, *n*=12; KO, *n*=6. **P≤0.01, ***P≤0.001; ns, no significance

**Figure 3:**
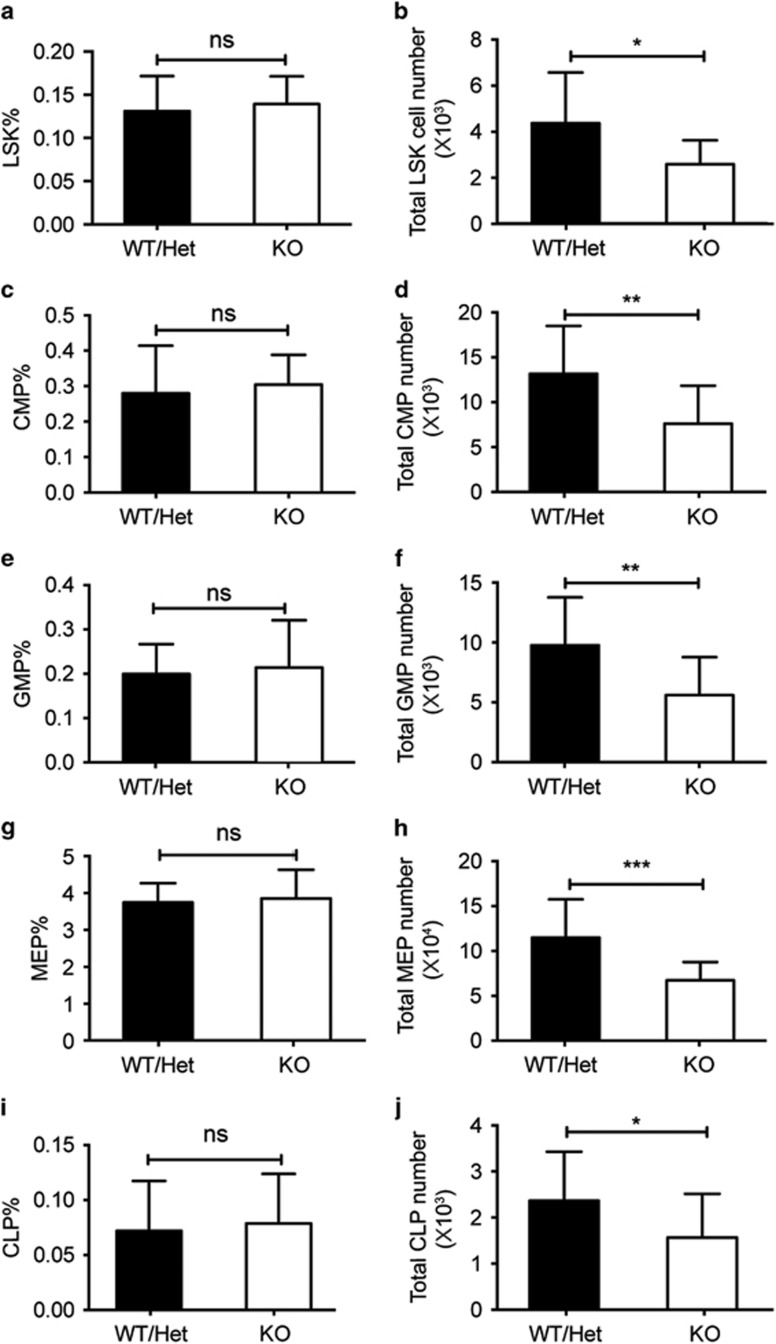
Numbers of HSPCs are reduced in *Stk40*^−/−^ fetal livers. (**a** and **b**) Frequencies and absolute numbers of LSK cells of each E14.5 *Stk40* WT/Het and KO fetal liver. (**c** and **d**) Frequencies and absolute numbers of common myeloid progenitor of each E14.5 *Stk40* WT/Het and KO fetal liver. (**e** and **f**) Frequencies and absolute numbers of granulocyte–monocyte progenitor of each E14.5 *Stk40* WT/Het and KO fetal liver. (**g** and **h**) Frequencies and absolute numbers of MEP of each E14.5 *Stk40* WT/Het and KO fetal liver. (**i** and **j**) Frequencies and absolute numbers of common lymphoid progenitor of each E14.5 *Stk40* WT/Het and KO fetal liver. For panels (**a**–**j**), WT/Het, *n*=27; KO, *n*=18. *P≤0.05, **P≤0.01, ***P≤0.001; ns, no significance

**Figure 4:**
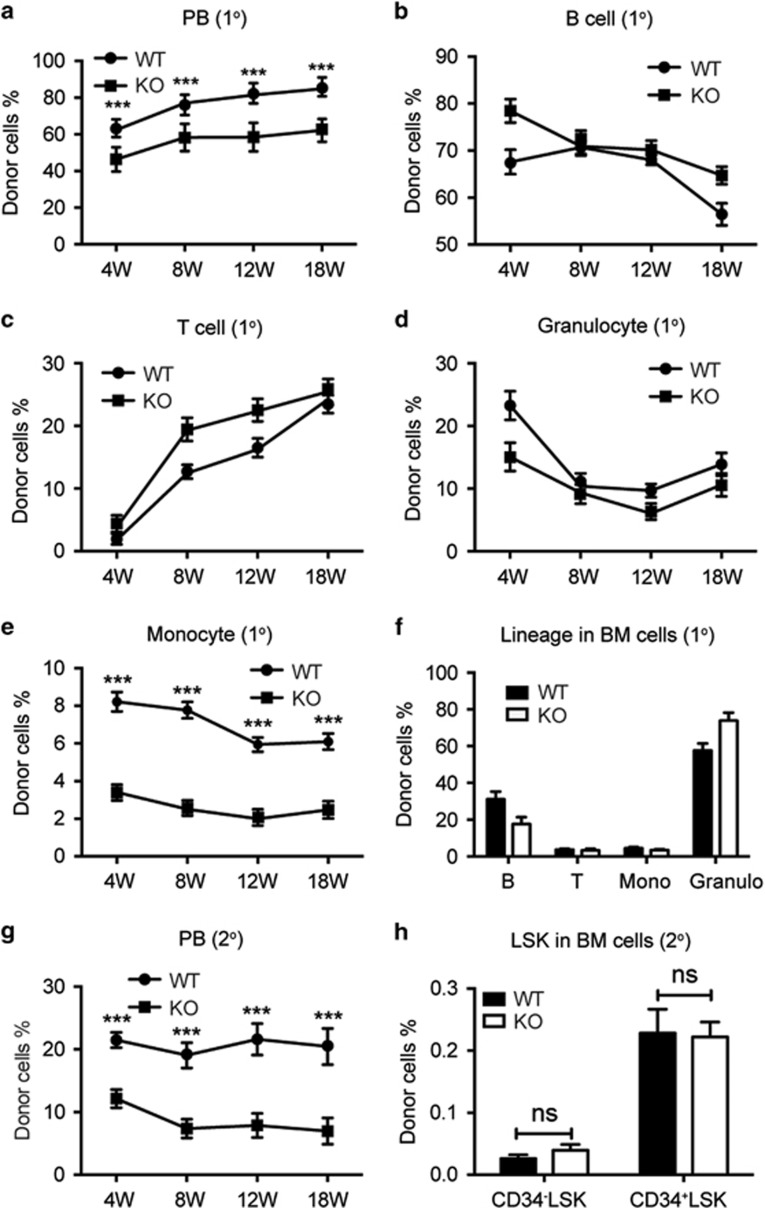
*Stk40*^−/−^ fetal liver cells retain the long-term multi-lineage reconstitution capacity. (**a**) Donor-derived cell chimerism from WT and *Stk40* KO fetal livers at different weeks after the primary competitive reconstitution. 1°, primary transplantation; PB, peripheral blood. (**b**–**e**) Frequencies of B lymphoid (B220^+^, **b**), T lymphoid (CD3^+^, **c**), granulocyte (Gr-1^+^Mac-1^+^, **d**) and monocyte (Gr-1^−^Mac-1^+^, **e**) in donor (CD45.2^+^) derived cells in the peripheral blood from the primary competitive reconstitution assay. (**f**) Frequencies of donor derived lineages in BM cells at 18 weeks after the primary competitive reconstitution assay. (**g**) Donor-derived cell chimerism of PB at different weeks after the secondary transplantation (2°). (**h**) Frequencies of donor-derived LSK cells in BM at 18 weeks after the secondary transplantation. For the primary transplantation, WT, *n*=10; KO, *n*=14. For the secondary transplantation, *n*=12 for each group. ***P≤0.001; ns, no significance

**Figure 5:**
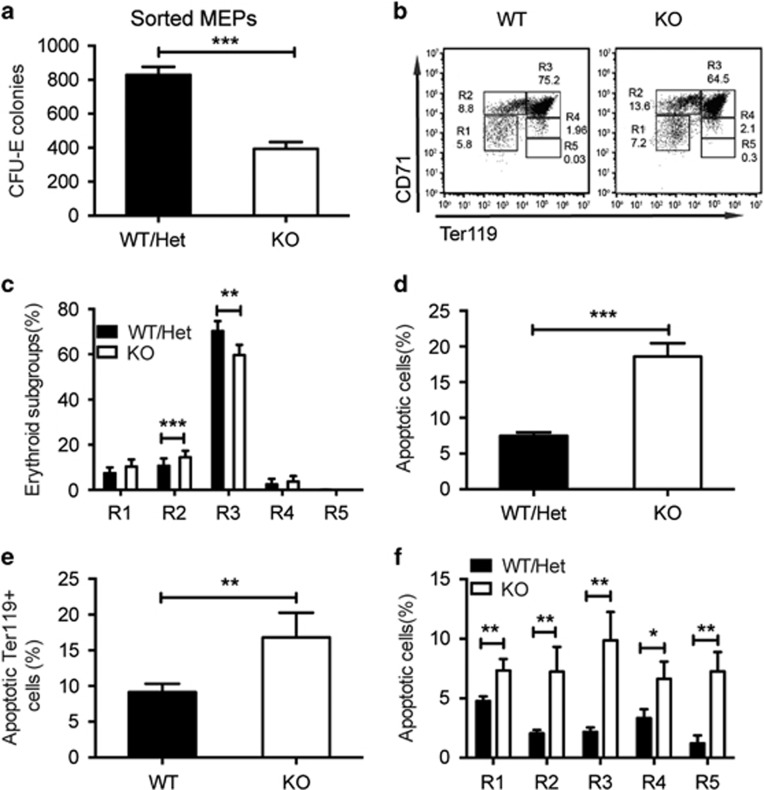
Impaired erythroid maturation and increased apoptosis in *Stk40*^−/−^ fetal livers. (**a**) CFU-E colony numbers of purified MEPs from *Stk40* WT/Het and KO embryos at E14.5. 2 × 10^3^ freshly sorted MEPs of E14.5 fetal liver cells were seeded in the media for colony-formation assays. WT, *n*=8; KO, *n*=8. ***P≤0.001. (**b**) Representative flow cytometry profiles of R1–R5 from E14.5 *Stk40* WT/Het and KO mice with antibodies against CD71 and Ter119, respectively. (**c**) Frequencies of cells in each R population (from R1 to R5), normalized to the number of total viable fetal liver cells from *Stk40* WT/Het and KO mice. WT/Het, *n*=19; KO, *n*=13. **P≤0.01, ***P≤0.001. (**d**) Frequencies of apoptotic cells based on Annexin V^+^PI^−^ cells of total fetal liver cells of E14.5 *Stk40* WT/Het and KO embryos. WT/Het, *n*=24; KO, *n*=14. ***P≤0.001. (**e**) Frequencies of apoptotic cells within the Ter119^+^ population of fetal liver cells of E14.5 *Stk40* WT/Het and KO embryos. WT/Het, *n*=14; KO, *n*=6. **P≤0.01. (**f**) Frequencies of apoptotic cells within each R population ranging from R1 to R5 of fetal liver cells of E14.5 *Stk40* WT/Het and KO embryos. WT/Het, *n*=14; KO*, n*=6. *P≤0.05, **P≤0.01

**Figure 6:**
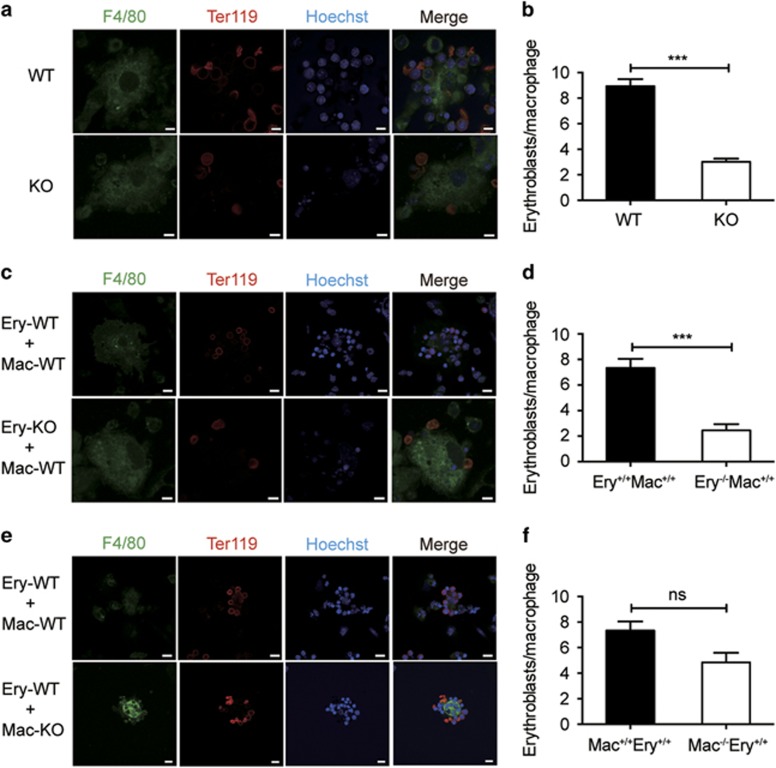
Stk40 is crucial for the EBIs formation. (**a**) Representative images of native EBIs isolated from fetal livers of E14.5 WT and *Stk40* KO embryos. Islands were stained with F4/80-FITC (green) for macrophages, Ter119-APC (red) for erythroblasts, and Hoechst 33342 for the nuclei. Scale bar, 5 *μ*m. (**b**) Numbers of erythroblasts bound per macrophage of E14.5 WT and *Stk40* KO embryos. Sixty islands from nine embryos were counted for each genotype. ***P≤0.001. (**c**) Representative images of reconstituted islands from WT and *Stk40* KO erythroblasts (Ery) incubated with WT macrophages (Mac) of E14.5 WT and *Stk40* KO embryos. (**d**) Numbers of erythroblasts bound per macrophage. For each cell combination, total 40–60 islands from 10 embryos were counted. ***P≤0.001. (**e**) Representative images of reconstituted EBIs from WT erythroblasts (Ery) incubated with WT and *Stk40* KO macrophages (Mac), respectively. (**f**) Numbers of erythroblasts bound per macrophage. For each cell combination, total 40–60 islands from 10 embryos were counted. Ns, no significance. For panels (**c** and **e**), scale bar, 10 *μ*m

**Figure 7:**
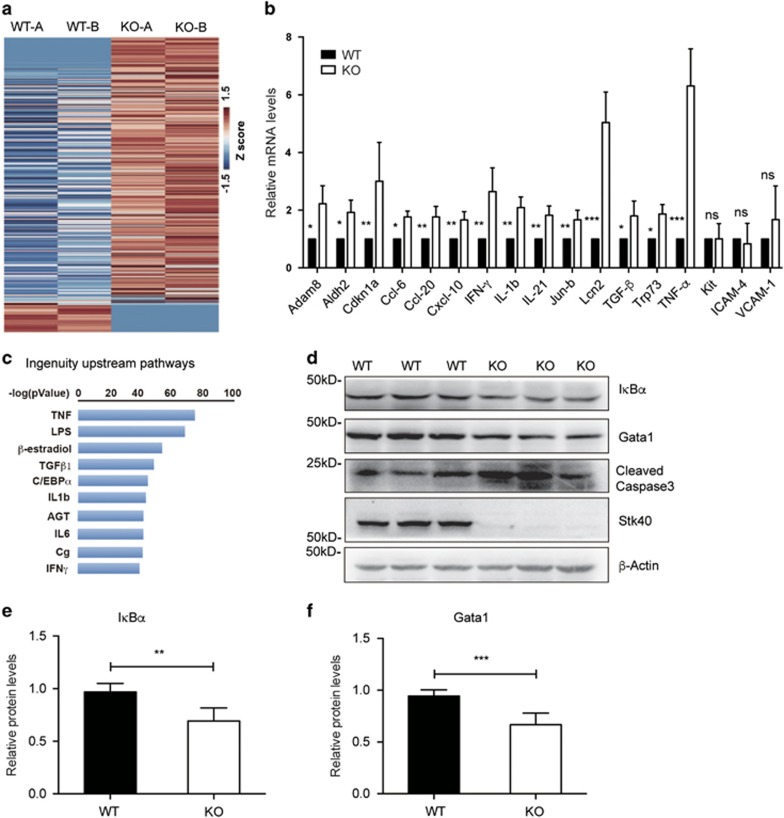
Stk40 regulates TNF-*α* signaling and genes involved in erythropoiesis. (**a**) The heat map shows DEGs of E14.5 WT and *Stk40* KO fetal liver cells based on RNA microarray data. (**b**) Expression levels of some selected DEGs in the E14.5 fetal liver cells were verified by RT-qPCR. WT, *n*=8; KO, *n*=8. (**c**) Upstream pathways of upregulated genes in E14.5 *Stk40* KO fetal liver cells compared to WT controls were identified by the ingenuity pathway analysis. (**d**) Representative western blot analysis shows protein levels of I*κ*B*α*, Gata1, cleaved caspase-3, Stk40 and *β*-actin in E14.5 WT and *Stk40* KO fetal liver cell lysates. Markers of protein molecular weight are indicated on the left side. (**e** and **f**) Relative protein levels of I*κ*B*α* and Gata1 in E14.5 WT and *Stk40* KO fetal liver cell lysates were quantified by the Software Image J. WT: *n*=6; KO: *n*=6. **P≤0.01, ***P≤0.001

# Supplementary material for: Deletion of Stk40 impairs definitive erythropoiesis in the mouse fetal liver
**Source:** Cell Death Dis. 2017 Mar 30;8(3):e2722–. doi: 10.1038/cddis.2017.148
**Supplement:** Supplementary Information

**Supplementary Figure legends**

**Supplementary Figure 1. Definitive erythropoiesis is impaired in *Stk40^-/-^* fetal livers.**

(a) Numbers of white blood cells (WBCs) in peripheral blood of *Stk40* WT, Het and KO embryos at E18.5.

(b) Numbers of platelets (PLTs) in peripheral blood of *Stk40* WT, Het and KO embryos at E18.5. For panels (a) and (b), WT, n=26; Het, n=48; KO, n=17. ns, no significance.

(c) Cellularity of circulating blood cells from E13.5 to birth of *Stk40* WT/Het and KO mice. E13.5: WT, n=6; Het, n=11; KO, n=7. E14.5: WT, n=6; Het, n=9; KO, n=6. E15.5: WT, n=6; Het, n=20; KO, n=5. E18.5: WT, n=26; Het, n=42; KO, n=16. * P ≤ 0.05, *** P ≤ 0.001.

(d) Cellularity of circulation blood cells per body weight (gram) from E16.5 to E18.5 WT, Het and *Stk40* KO embryos. E16.5: WT, n=14; Het, n=14; KO, n=7. E18.5: WT, n=5; Het, n=12, KO, n=6. ** P ≤ 0.01, *** P ≤ 0.001.

(e) Representative peripheral blood smears of E18.5 WT and *Stk40* KO embryos stained with Wright-Giemsa.

(f) Gross morphology of WT and *Stk40* KO embryos at E13.5. White arrowheads indicate subcutaneous edema. Black arrows indicate the position of the fetal liver. Scale bar, 3 mm.

(g) Relative cellularity of fetal livers per body weight (gram) from E12.5 to E16.5 of *Stk40* WT/Het and KO embryos. E12.5: WT/Het, n=18; KO, n=7. E13.5: WT/Het, n=44; KO, n=21. E14.5: WT/Het, n=43; KO, n=17. E16.5: WT/Het, n=41; KO, n=14. ** P ≤ 0.01, *** P ≤ 0.001; ns, no significance.

(h) Representative flow cytometry plots of monocytes (Gr-1^-^Mac-1^+^) and granulocytes (Gr-1^+^Mac-1^+^) from *Stk40* WT/Het and KO embryos at E14.5.

(i) Frequencies of granulocytes (Gr-1^+^Mac-1^+^) and monocytes (Gr-1^-^Mac-1^+^) from *Stk40* WT/Het and KO embryos at E14.5 shown in (h).

(j) Frequencies of B cells (B220^+^) and T cells (CD3^+^) from *Stk40* WT/Het and KO embryos at E14.5.

(k) Absolute numbers of B cells (B220^+^) and T cells (CD3^+^) from *Stk40* WT/Het and KO embryos at E14.5. For panels (h) – (k), WT/Het, n=38; KO, n=14. Ns, no significance.

**Supplementary Figure 2. The representative images of BFU-E (a), CFU-E (b), CFU-GEMM (c), CFU-G (d), CFU-M (e) and CFU-GM (f) from E14.5 wild type or *Stk40* KO fetal liver cells.**

The same initial fetal liver cells from E14.5 wild type and *Stk40* KO embryos were seeded into M3334 and M3434 media, respectively, then incubated in 37^o^C with 5% CO_2_ atmosphere. The numbers of CFU-E, BFU-E, CFU-G, CFU-M, CFU-GM and CFU-GEMM colonies were determined based on morphological criteria.

**Supplementary Figure 3. Flow cytometry analysis of hematopoietic stem and progenitor cells of E14.5 wild type and *Stk40* KO fetal livers.**

Fetal liver cells were stained with antibodies as indicated to mark LSK, MEP, CMP and GMP. Representative images of flow cytometry plots are displayed.

**Supplementary Figure 4. Analysis of hematopoiesis of the secondary transplantation**

(a) Frequencies of donor (E14.5 WT and *Stk40* KO fetal livers)-derived cells in recipient BM after 18 weeks of the primary transplantation.

(b)-(e) Frequencies of donor derived B lymphoid (B220, b), T lymphoid (CD3, c), granulocyte (Gr-1^+^Mac-1^+^, d) and monocyte (Gr-1^-^Mac-1^+^, e) in peripheral blood (PB) cells after the secondary transplantation.

(f) Mean ratios of donor chimerism of WT and *Stk40* KO cells at different time points of the primary and secondary transplantation.

(g) Frequencies of donor cells in the BM at 18 weeks after the secondary transplantation.

(h) Frequencies of donor derived CMPs, GMPs and MEPs in the BM at 18 weeks after the secondary transplantation.

For all panels, n=12 for both WT and *Stk40* KO embryos. * P ≤ 0.05, ** P ≤ 0.01, *** P ≤ 0.001; ns, no significance.

**Supplementary Figure 5. Apoptosis analysis for MEPs in the E14.5 fetal liver cells.**

(a) Pepresentative plots of flow cytometry analysis of apoptosis in MEPs by staining with Annexin V.

(b) Frequencies of apoptotic fetal liver MEPs (Annexin V^+^) from E14.5 *Stk40* WT/Het and KO embryos. WT/Het, n=19; KO, n=19. ns, no significance.

**Supplementary Figure 6. The representative TEM images of fetal livers from E14.5 WT and *Stk40* KO embryos.**

The erythroblastic island (EBI) is mainly composed of one centrally positioned macrophage and several surrounding erythroblasts at different differentiation stages. Its morphology resembles a ‘rosette’ under TEM. The typical rosette organization of EBIs in WT fetal livers and disorganized EBIs in *Stk40* KO livers at E14.5 is shown. M, macrophages; E, erythroblasts; G, granulocytes. Scale bar, 5 μm.

Supplementary Table 1. List of real time PCR (qPCR) primers used in this study.

Supplementary Table 2. Processed microarray data of both wild type and *Stk40* knockout E14.5 fetal liver cells.

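Supplementary Table 2 lists probe sets with their intensity on each array, in arbitrary units, after the filters of the methods. It holds 1466 probe sets, 1053 up and 413 down in Stk40 KO fetal livers, and the authors' deposited table holds 1 more. All 1467 were also found by the fold rule applied to the deposited intensities, with folds within 1% of those in the authors' table, and a further 299 probe sets that passed the rule are not in it. In the authors' table, 964 probe sets (65.7%) have a mean under 20 in the brighter genotype, and 96 (6.54%) have a mean above the noise level there. The table gives 959 gene symbols up and 396 down, and 10 of them occur in both directions.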

# Supplementary material for: Deletion of Stk40 impairs definitive erythropoiesis in the mouse fetal liver
**Source:** Cell Death Dis. 2017 Mar 30;8(3):e2722–. doi: 10.1038/cddis.2017.148
**Supplement:** Supplementary Table 1

**Supplementary Table 1**

The mRNA from E14.5 fetal liver nucleated cells of WT and *Stk40* KO embryos was extracted and reversed as described above. Real time PCR (RT-qPCR) was performed using the primers listed below:

| Gene | Forward primer (5' to 3') | Reverse primer (5' to 3') |
| --- | --- | --- |
| Adam8 | AGTTCCTGTTTATGCCCCAAAG | AGTTCCTGTTTATGCCCCAAAG |
| Aldh2 | GACGCCGTCAGCAGGAAAA | CGCCAATCGGTACAACAGC |
| Cdkn1a | CCTGGTGATGTCCGACCTG | CCATGAGCGCATCGCAATC |
| Ccl-6 | GCTGGCCTCATACAAGAAATGG | GCTTAGGCACCTCTGAACTCTC |
| Ccl-20 | GCCTCTCGTACATACAGACGC | CCAGTTCTGCTTTGGATCAGC |
| Cxcl10 | CCAAGTGCTGCCGTCATTTTC | GGCTCGCAGGGATGATTTCAA |
| Gapdh | AGGTCGGTGTGAACGGATTTG | TGTAGACCATGTAGTTGAGGTCA |
| IFN-γ | ATGAACGCTACACACTGCATC | CCATCCTTTTGCCAGTTCCTC |
| IL-1b | GCAACTGTTCCTGAACTCAACT | ATCTTTTGGGGTCCGTCAACT |
| IL-21 | GGACCCTTGTCTGTCTGGTAG | TGTGGAGCTGATAGAAGTTCAGG |
| Jun-b | TCACGACGACTCTTACGCAG | CCTTGAGACCCCGATAGGGA |
| Lcn2 | TGGCCCTGAGTGTCATGTG | CTCTTGTAGCTCATAGATGGTGC |
| Stk40 | GGCATTGCTGGAAATAACGCA | CCCCTCTCCTCAAGGGTGA |
| TGF-β | TCGACATGGATCAGTTTATGCG | CCCTGGTACTGTTGTAGATGGA |
| Trp73 | GCACCTACTTTGACCTCCCC | GCACTGCTGAGCAAATTGAAC |
| TNF-α | CCTGTAGCCCACGTCGTAG | GGGAGTAGACAAGGTACAACCC |
| Kit | CTCCCCCAACAGTGTATTCAC | TAGCCCGAAATCGCAAATCTT |
| ICAM-4 | GGGCCACAAGTACACTCTGC | ACGTAGGTCAAAGTGACATTAGC |
| VCAM-1 | AGTTGGGGATTCGGTTGTTCT | CCCCTCATTCCTTACCACCC |

How the deposited data were processed for this re-analysis (not part of the article)

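Total RNA of E14.5 mouse fetal livers was compared between WT and Stk40 KO embryos on 4 Affymetrix mouse arrays, 2 per genotype, with RNA of 6 livers pooled on each array. Genotype and replicate number of each array come from the submitters' labels, which match the paper's methods. The series' value table gives 1 intensity for each of 45101 probe sets and array. The authors deposited these intensities on a linear scale in arbitrary units, and the submitters' processing notes name MAS5, with its version not given in the sources used here. Of all values, 99.9% are multiples of 1/11 within 0.001, as an unweighted mean over 11 probe pairs gives, so they were read as mean differences of matched and mismatch probes with no scaling between arrays. The authors also deposited a table of probe sets with a 2-fold change, with the intensity on each array, the mean intensity per genotype, the fold (KO over WT) and a gene symbol. That table supplied all gene names. It gives 1 symbol to 1418 of 1467 probe sets and several symbols to 49, which were not named, and of its 1345 symbols 1197 were found in a table of mouse genes from GRCm38.p6, 135 of them by a synonym.

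The noise level of the intensities was set at the 95th percentile of the size of all negative values of probe sets other than controls, an intensity of 143. For the count of 2-fold changes, the rule of the paper's methods was applied. Probe sets negative on all 4 arrays were removed, as were those whose values had opposite signs within a genotype. Values under 0.1 were raised to 0.1, the linear values were averaged per genotype, and a ratio of at least 2 or at most 0.5 was counted. The paper names no test for the arrays. Differential expression was therefore tested with limma (lmFit, then eBayes with a trend) on log2 intensities, after every value under the noise level had been raised to it, for the 12600 probe sets above it on at least 2 arrays. p-values were adjusted by the Benjamini-Hochberg procedure and the threshold was an adjusted p of 0.05. A gene was represented by its brightest tested probe set among those that the authors' table names. Other probe sets of the gene have no name here, so the value of a named gene is that of a probe set already chosen for a 2-fold change. Where both arrays of a genotype lie under the noise level, the fold is given as a lower bound against that level, and where both genotypes lie under it no fold is given, apart from folds that the rule of the methods or the authors' table gives. The signal over background limits the precision: 24.1% to 28.5% of the probe sets on each array exceed the noise level, and only 2 arrays per genotype estimate the spread. On the intensities as deposited limma's prior degrees of freedom were infinite, so every probe set took its variance from the trend alone and its own spread did not enter the p-value; with equal 75th percentiles they were 6.25.

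The following were fixed before the data were examined: the rule and tests above, their alternatives, 44 gene lists (cell types, pathways, technical genes and genes the paper names) and the rule for the genes named in the text. That rule takes Stk40, every gene the paper names for the arrays, the 10 probe sets with the largest rise and the 10 with the largest fall among those past the threshold with values that do not overlap between genotypes, and up to 4 members of each list described. Where too few passed in a direction, the plan was to take the 10 largest changes among tested, non-overlapping probe sets above the noise level on all 4 arrays. For the falls that step was not taken, and only the named falls that passed are given. Values of the paper's genes in Supplementary Table 2 had been seen by then. The planned tests of gene lists over all tested genes (camera and fry) need names of unchanged genes and could not be made. They were replaced, after the data had been seen, by Fisher's exact test of up against down among the named 2-fold genes, for the 20 lists with at least 3 of them. Alternatives covered the scaling between arrays (quantile normalization, equal 75th percentiles and, added later, spiked controls), the floor, the filter on low values, the fold threshold, the prior variance, the replicate number as a block, the methods' t-test and leaving out each array in turn.

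The scripts were tested on simulated data with 200 changed probe sets in each of 10 simulations of 2 arrays against 2. The changed probe sets were drawn from those with a mean above the noise level. Noise was drawn independently for each probe set and array, so a difference shared by replicate number was not simulated. The recovery below therefore does not apply to dim probe sets, and 96.1% of the real 2-fold probe sets have a mean under the noise level. At equal brightness of the arrays, limma recovered 88.5% of 2-fold and 91.0% of 4-fold changes with a mean of 1.6 false calls. With the brightness of the 4 real arrays it recovered 83.2% and 90.5% with 82.5 false calls, and the fold rule counted 1272 unchanged probe sets as up and 624 as down, against 847 and 850 at equal brightness. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used. The RT-qPCR, western blot, flow cytometry and transplantation data of the paper and its pathway analysis were not analysed here, and the values of some single genes are not reported here.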

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

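The tests of brightness and of splits of the arrays in this part were chosen after the results they concern had been seen. Scaling to equal 75th percentiles had been planned, and scaling by spiked controls had not. The comparison of the share above the noise level with the mixed splits was added after that share had been seen, and it changed the reading from not explained by brightness to undecided.

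Several results concern probe sets and genes that the paper does not discuss. Cps1 was 13.5-fold higher in Stk40 KO fetal livers by the ratio of means and at least 10.0-fold higher against the noise level. Cp, by its brightest named probe set, was 4.36-fold higher, Cyp3a11 4.30-fold higher, and Bhmt 4.56-fold lower. Of the 284 probe sets that rose in limma, 219 are not in the authors' deposited table with a single symbol, so the genes they measure are not known here. The hybridization spikes, which are not fetal liver RNA, were 0.22 brighter (log2) on the Stk40 KO arrays.

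More probe sets were up than down by the fold rule, with 1248 up and 518 down, but not without Stk40 KO replicate 2, where 1398 were up and 1569 down. In simulated data with the brightness of the 4 real arrays, the fold rule counted 1272 unchanged probe sets as up and 624 as down. If the brightness of the arrays were the cause, scaling each array by its hybridization spikes should even the observed counts out. After that scaling 836 were up and 724 down, 53.6% up, so a candidate explanation for the surplus over all levels is in large part that the WT arrays, above all WT replicate 1, were dimmer. Among probe sets with a mean above the noise level 34 were up and 11 down after the same scaling (75.6% up), but splits that mix the genotypes, with arrays at equal 75th percentiles, gave 1 up and 10 down and 4 up and 7 down, so counts this uneven also arose in 1 of them, on few probe sets, at equal brightness, and the uneven counts do not show whether brightness was fully removed. The mixed splits do not test brightness itself, so for that part brightness, a response to the loss of Stk40 and a difference between the pools cannot be told apart. Nor can a response within cells be told from the shift in cell shares that the paper measured by flow cytometry, since RNA of whole livers was used.

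The number of 2-fold probe sets was also compared with splits that mix the genotypes, with arrays at equal 75th percentiles. For means under the noise level, WT and Stk40 KO replicates 1 against WT and Stk40 KO replicates 2 gave 2250 probe sets, the other mixed split 1281 and the real split 1502. A mixed split thus reached the real count, as variation between single arrays near background predicts. The 2250 came from the split by replicate number, and the other mixed split stayed under the real count. Across the tested probe sets, differences between replicates 1 and 2 correlated at 0.24 between the genotypes. Variation between single arrays and a difference shared by replicate number therefore cannot be told apart here. For means above the noise level, the mixed splits gave at most 11 and the real split 43. With 3 splits in all, a share under 0.05 cannot be reached, so no statement on chance follows.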

How the results depend on the processing

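Scaling by spiked controls, equal 75th percentiles together with another choice, the paper's sign filters in limma and the low floor were chosen after seeing the data; the other alternatives had been planned. Over 544 alternatives of 43 results, 378 were classed as the same and 105 counts or folds as moved, which for counts means by more than 1.5 times. Another 55 calls were lost, 6 were gained and 0 reversed, counting each direction on its own. Of the 340 alternatives for single named genes, 267 were classed as the same and 12 as moved, 55 lost their call and 6 gained one. Folds of single genes were not classed by 1.5 times, so the 12 does not count changes of that size. Larger changes classed as the same include Cdkn1a without WT replicate 2 and Il21 without Stk40 KO replicate 2. The dimmer probe set of Tgfb2 without WT replicate 1 is another. The dimmer probe set of Ccl6 was classed as moved by less, with equal 75th percentiles. Most lost calls came from the methods' t-test and from leaving out a Stk40 KO array. Except where the construction shows it (fewer probe sets tested, fewer arrays or a stricter threshold), the cause was not tested.

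By the fold rule, 1248 probe sets were up and 518 down, and 949 and 386 named genes. Equal 75th percentiles gave 817 up and 613 named genes up, and quantile normalization 785 up, 780 down and 503 named genes up. Scaling by spiked controls gave 627 named genes up. A threshold of 1.5-fold gave 3940 up and 968 down, and 3-fold gave 501 and 327, with 387 and 246 named genes. The floor at the noise level left 40 up and 8 down, with 33 and 6 named genes, and a mean of at least 1 genotype above it left 88 and 11, with 75 and 9 named genes. Without the filter on signs 2817 were up and 2114 down. Leaving out 1 array gave 1398 to 3931 up and 1092 to 1569 down, the most up without WT replicate 2. Without Stk40 KO replicate 2 the balance turned, to 1398 up and 1569 down (47.1% up). Of the TNF-α and NF-κB targets, 12 were up by the main rule, 7 with quantile normalization, 7 at 3-fold, 1 with the floor at the noise level, 4 with a genotype mean above it, and 7 to 12 when an array was left out (7 without WT replicate 1 and without Stk40 KO replicate 2).

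In limma, 284 probe sets rose and 11 fell, and 55 and 5 named genes. With equal 75th percentiles 147 rose and 82 fell, with 3 named genes down, and with quantile normalization 60 fell, also with 3 named genes down. Scaling by spiked controls gave 72 down. A floor at 2 times the noise level gave 93 up and 2 down (24 and 2 named genes), and requiring all 4 arrays above it gave 88 and 3 (23 and 3 named genes). The methods' t-test gave 622 probe sets with p under 0.05 before adjustment, against 1423 in limma, and after it 5 up and 0 down (1 and 0 named genes). The sign filters with a floor of 0.1 gave 187 up and 103 down, and 78 and 40 with equal 75th percentiles. The low floor gave 586 up and 53 down, and 56 up with equal 75th percentiles. Without 1 array, 3 to 8376 rose and 1 to 64 fell (3 to 58 and 1 to 3 named genes). The lone array of a genotype is then assumed to vary like the other genotype, and the extremes were 3 up without Stk40 KO replicate 1 and 8376 up without WT replicate 2, which leaves the dim WT replicate 1 as the only WT array. With equal 75th percentiles, leaving out 1 array gave 103 to 462 up and 121 to 312 down, the most in both directions without WT replicate 2, and without Stk40 KO replicate 2 the balance turned, to 103 up and 142 down (42.0% up). Named genes come from the authors' deposited table alone, so their counts cannot grow beyond it.

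Arrays of the 2 genotypes share only replicate numbers, and no source says that a number marks a litter or day. Differences between replicates 1 and 2 correlated across probe sets between the genotypes at 0.19, or 0.24 with equal 75th percentiles. With the replicate number as a block limma called 313 up and 12 down, and with equal 75th percentiles and the block 597 up and 750 down (44.3% up), which turns the balance of 147 and 82.

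Signal over background sets a limit, since 96.1% of the 2-fold probe sets have a mean under the noise level. The fit without a filter on low values could not be fitted at that floor, because most probe sets then have no spread. Tests of gene lists by camera or fry, and Fisher's exact test against all probe sets on the array, were not run, because unchanged probe sets have no names here.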

Differences from the paper's values

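At the paper's threshold of 2-fold and its filters, 1335 named genes were counted, 949 of them up, against 1295 and 934 in the paper, a difference of less than 1.5 times. Genes were named only from the authors' deposited table, all 1467 probe sets of which passed the rule, so the first count restates that table and is no independent count of genes, and a further 299 probe sets that passed have no name. For the genes of Figure 7b, the paper measured mRNA by RT-qPCR in 8 samples per genotype and the arrays measured 2 pools, so the methods differ, and folds below are ratios of mean intensities by the paper's fold rule.

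For Ccl6 the paper's fold is about 1.7 in Figure 7b, read by eye, and the ratio of means by its brighter probe set was 2.88. Its WT values lie under the noise level, against which it is at least 1.12-fold higher. The dimmer probe set, under the noise level on all 4 arrays, had a ratio of 2.12, or 1.79 with equal 75th percentiles, within 1.5 times of the paper's value. Of the alternatives set before the data were examined, quantile normalization (2.43) and equal 75th percentiles (2.46) come within 1.5 times of the paper's value. Leaving out WT replicate 1 (2.65), WT replicate 2 (3.16), Stk40 KO replicate 1 (3.07) or Stk40 KO replicate 2 (2.70) does not, and the floor at the noise level gives only the lower bound of 1.12, which does not differ from the paper's value.

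For Ccl20 the paper's fold is about 1.7 in Figure 7b, read by eye, and the ratio of means was 7.48, from intensities under the noise level on all 4 arrays, so that it compares background and does not show whether the arrays differ from the paper. By the same ratio, leaving out WT replicate 2 or Stk40 KO replicate 1 and the floor at the noise level come within the SD of the Stk40 KO arrays of the paper's value, and equal 75th percentiles and leaving out WT replicate 1 or Stk40 KO replicate 2 do not. Quantile normalization also comes within it, but it takes a WT array under the floor of 0.1, where the SD is not relied on, and it is counted as different by the ratio alone.

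The paper lists IFN-γ and IL-1b among upregulated genes of the arrays, and neither Ifng nor Il1b is named in the authors' deposited table or in Supplementary Table 2. The other 8 genes that it lists there are in the table, all up. The paper also names TGF-β, without a number, and of its genes Tgfb2 and Tgfb3 are in the table, up, and Tgfb1 is not.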

Other observations

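The comparison of genes near Stk40 was chosen after the changed genes had been seen; the gene lists had been fixed earlier.

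Beside the genes already described, others rose in Stk40 KO fetal livers. Of 18 genes of glucocorticoid response and gluconeogenesis, 4 are named in the authors' deposited table (Fbp1, G6pc, Hsd11b1 and Igfbp1), all up, and limma called 3, or 1 with equal 75th percentiles. Hsd11b1, which makes active glucocorticoid, had 214 and 200 on the Stk40 KO arrays and -27.8 and -13.1 on the WT arrays, at least 1.45-fold higher (adjusted p = 0.0533 in limma with equal 75th percentiles). Of 23 genes of cholesterol and fatty acid synthesis 2 are named, the stearoyl-CoA desaturases Scd1 and Scd2, which rose 2.04-fold and 2.03-fold, or 1.74-fold and 1.75-fold with equal 75th percentiles, and passed in both scalings. Fabp4, a fatty acid-binding protein of adipocytes and macrophages and the only named member of 15 C/EBP family and adipogenic genes, rose 3.84-fold (1192 ± 245 against 310 ± 15.3; SD, n = 2 arrays). Uox, the urate oxidase, was at least 2.69-fold higher, and Mat1a, the liver methionine adenosyltransferase, at least 2.56-fold higher.

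Genes listed for other cell types could be tested only in small part. Of 26 macrophage genes 3 are named, all up, and the only 1 tested, Lyz2, the lysozyme of myeloid cells, rose from 855 ± 106 to 1836 ± 25.7. Of 24 stellate and mesenchymal cell genes 5 were up and 1 down, of which 2 and 1 were still 2-fold changed with equal 75th percentiles. Col1a1, a chain of type I collagen, rose 2.08-fold, the only 1 of them tested. Fisher's exact test of up against down gave p = 0.561 for the macrophage list, which a list of 3 that is wholly up always gives here, and p = 0.679 for the stellate list. Of 14 skeletal and cardiac muscle genes 5 were up, or 3 with equal 75th percentiles, all too dim to test, with Acta1 at 79.7 and 31.6 against 3.36 and 3.91. Of 28 hypoxia genes 3 (Adm, Egln3 and P4ha2) and of 25 stress and unfolded protein response genes 4 (Atf3, Nupr1, Trib3 and Vldlr) were up, again too dim to test. No 2-fold gene is named among 28 genes of definitive erythroblasts, 17 erythroid transcription factors, 19 genes of heme synthesis and iron uptake, 7 adult and 3 embryonic globin genes, 12 early erythroid progenitor genes and 18 megakaryocyte genes. This does not limit their change to less than 2-fold. The 49 probe sets of the table with several symbols and the 299 that passed the rule outside it were not named, and the filters removed others. Hp and Lcn2 are in both the neutrophil and the acute phase lists, so those lists are not independent.

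Among the genes called by limma near Stk40 on chromosome 4 is Cap1, an actin-binding cyclase-associated protein 44 protein-coding genes away, which rose from 229 ± 40.8 to 690 ± 78.9 (3.01-fold). A hypothesis is that DNA around the targeted gene differs from C57BL/6J and so changes nearby signals; the strain of the cells in which the gene was targeted is not given in the sources used here. With a lower floor and equal 75th percentiles, 2 of 37 called named genes (Cap1 and Zfp69) and 4 of 368 named genes that were not called lie within 100 protein-coding genes of Stk40 (two-sided Fisher's exact test, p = 0.0964, odds ratio 5.2), and 5.17% of 17683 such windows in the genome hold as many called genes. The other 3 settings gave a larger p by the same exact test, 0.417 with the lower floor as deposited (5 of 264 called against 1 of 158 not called) and 1 with the main floor in both scalings, where 1 called gene lies near. With 2 called genes and a single knockout line, a response of these genes to the loss of Stk40 and a difference in flanking DNA cannot be told apart.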
